# Loss of nephric augmenter of liver regeneration facilitates acute kidney injury via ACSL4‐mediated ferroptosis

**DOI:** 10.1111/jcmm.18076

**Published:** 2023-12-13

**Authors:** Lili Huang, Ling Zhang, Zheng Zhang, Fangyan Tan, Yixin Ma, Xujia Zeng, Dan Cao, Lili Deng, Qi Liu, Hang Sun, Bingbing Shen, Xiaohui Liao

**Keywords:** acute kidney injury, augmenter of liver regeneration, ferroptosis, lipid peroxidation, long‐chain‐fatty‐acid‐CoA ligase 4

## Abstract

Ferroptosis, characterized by lipid accumulation in intracellular compartments, is related to acute kidney injury (AKI), but the mechanism remains obscure. In our previous study, the protective effect of augmenter of liver regeneration (ALR) on AKI was not fully clarified. In this study, we established an AKI mouse model by knocking out proximal tubule‐specific ALR and an AKI cell model by inducing hypoxia, as well as enrolled AKI patients, to investigate the effects of ALR on ferroptosis and the progression of AKI. We found that *ALR* knockout aggravated ferroptosis and increased ROS accumulation and mitochondrial damage, whereas *ALR* overexpression attenuated ferroptosis through clearance of ROS and maintenance of mitochondrial morphology. Mechanistically, we demonstrated that ALR could directly bind to long‐chain‐fatty‐acid‐CoA ligase 4 (ACSL4) and further inhibit the expression of ACSL4 by interacting with certain regions. By resolution liquid chromatography coupled with triple quadruple mass spectrometry, we found that ALR could reduce the contents of polyunsaturated fatty acids, especially arachidonic acid. In addition, we showed that ALR binds to ACSL4 and attenuates oxylipin accumulation, exerting a protective effect against ferroptosis in AKI. Therefore, targeting renal ALR can attenuate ferroptosis and can offer a promising strategy for the treatment of AKI.

## 1 INTRODUCTION

Acute kidney injury (AKI), a common complication associated with high mortality and morbidity in critically ill patients, is characterized by a sharp decline in renal function and extensive proximal tubular cell death in a very short period of time (i.e. within 48 h).^1^, ^2^, ^3^ Ischemia–reperfusion (I/R) injury is the main cause of AKI.^4^, ^5^ Following I/R injury, renal function could recover partly within a few days of blood flow reversal.^6^, ^7^ However, if I/R injury is not reversed in a timely manner, then the kidneys are susceptible to chronic kidney disease and possibly end‐stage kidney failure. Presently, the outcomes of interventional treatments, including symptomatic and supportive therapy, as well as renal replacement for chronic AKI, have been disappointing.^8^, ^9^ Thus, it is important to define the mechanism of AKI and identify new therapies for AKI. A recent study has reported that aberrant biochemical and metabolic processes can trigger a variety of diseases, and they are the causative factors of inflammation.^10^ Compelling evidence indicates that kidney diseases are closely related to metabolic aberrations,^11^, ^12^, ^13^, ^14^, ^15^, ^16^ with kidney diseases causing metabolic aberrations, such as excessive lipid peroxidation, abnormal amino acid metabolism and aberrant glucose breakdown, especially in I/R injury‐induced AKI. Unfortunately, there are few studies addressing lipid peroxidation in AKI.

Ferroptosis, a unique iron‐dependent form of regulated cell death, is biochemically, morphologically and physiologically distinct from other forms of cell death, such as apoptosis, necrosis and autophagy.^17^, ^18^, ^19^ Lipid peroxides, a major source of free radicals, may trigger ferroptosis in the absence of sufficient NADPH and glutathione.^18^, ^20^ As a relatively new type of regulated cell death, several unique mitochondrial changes, such as the smaller than normal mitochondria, darker‐stained membranes and disorganization/reduction of mitochondrial crista, are considered to be the main morphological features distinguishing it from other cell death modes.^21^ Moreover, emerging evidence suggests that mitochondria play critical roles in ferroptosis^22^, ^23^, ^24^ and that ferroptosis is involved in AKI. For instance, inactivation of the ferroptosis‐associated gene, glutathione peroxidase 4 (GPX_4_), triggers AKI in mice,^25^, ^26^ whereas inhibition of ferroptosis by a pharmacological inhibitor can suppress proximal tubular cell death.^27^

Augmenter of liver regeneration (ALR), which is essential for respiration, is a growth‐promoting factor in the liver that was initially identified in the rat and reported to promote hepatocyte proliferation and liver regeneration.^28^ In addition, ALR is widely expressed by all mammalian tissues, including the kidneys.^29^ In our previous studies, we reported that ALR plays a protective role against oxidative injury by reducing reactive oxygen species (ROS) production and accumulation in renal proximal tubules.^21^, ^30^ The accumulation of lipid ROS is another hallmark of ferroptosis, although when, where and how they are generated during ferroptosis is not clear. Additionally, little is known about the relationship between excessive lipid peroxidation and ALR expression in ferroptosis.

In this study, we systematically analysed the differences in lipid composition after kidney‐specific deletion of the ALR gene in AKI. We also examined the relationship between ACSL4, a ferroptosis‐associated marker and ALR and concluded that ALR can alleviate lipid accumulation by inhibiting the ACSL4 pathway.

## 2 MATERIALS AND METHODS

### 2.1 Experimental model

Details are described in Figure S1. To generate the kidney‐specific ALR knockout mice, we conditionally knocked out the *ALR* gene (also known as GFER) using the Ggt1‐Cre/LoxP system. Briefly, ALR‐targeting vector with LoxP sites placed between exons 1 and 2 and before exon 3 of the *ALR* gene was constructed, and standard molecular techniques were employed to generate ALR^*flox/flox*^ mouse. To generate kidney‐specific ALR‐knockout mouse, hemizygous Ggtl‐Cre transgenic mice were first crossed with ALR^*flox/flox*^ mice, ALR^*flox/+*^‐Ggtl‐Cre offsprings were then crossed with ALR ^*flox/flox*^ mice to generate mice with following genotypes: ALR^*flox/flox*^‐Ggtl‐Cre, ALR^flox/+^‐Ggtl‐Cre, ALR^*flox/flox*^. The mice were maintained on a mixed C57BL/6 background.

### 2.2 Establishment of the ischemic AKI model in mice

All experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and all procedures were approved by the Chongqing Medical University Animal Care and Use Committee (approval no. 2018,146). Bilateral ischemic AKI was induced as previously described.^31^ Briefly, mice (C57BL/6 background, 6–8 weeks old, 18–22 g body weight) were anaesthetised with 60 mg/kg of sodium pentobarbital in 0.9% NaCl (stock concentration, 5 mg/mL) by intraperitoneal injection. The core body temperature was monitored with a rectal probe (HP‐30, Beijing Cinotech Co., China) attached to a temperature control system and maintained at 36.6–36.8°C (optimal temperature, 36.7°C ± 0.1°C). Bilateral flank incisions were made to expose the kidneys, and renal ischemia was induced for 22 min using micro‐clamps and micro‐clips (RS‐5420/RS‐5410, Roboz, UK). The micro‐clamps were removed, and the restoration of blood flow was visually confirmed. All mice were euthanized at 1, 2 and 3 days after renal ischemia. Blood and kidney tissues were collected.

### 2.3 Collection of blood and kidney tissue, and histological analysis of human kidney tissues

The study involving humans was approved by the Institutional Review Board of the Second Affiliated Hospital of Chongqing Medical University (approval no. 2018,146). Blood and kidney tissues were collected. The adjacent noncancerous tissues and the AKI tissues were used as the normal group (*n* = 6) and the AKI group (*n* = 6), respectively. The adjacent noncancerous tissues were collected from patients who underwent magnetic resonance imaging and pathological examination at the Second Affiliated Hospital of Chongqing Medical University. All patients provided written informed consent prior to surgery. The AKI patients were classified according to renal function as described in *Kidney Disease: Improving Global Outcomes*. All samples were removed aseptically and frozen in liquid nitrogen until use. Serum creatinine, serum blood urea nitrogen (BUN) and the glomerular filtration rate were measured with an automatic biochemical analyser.

### 2.4 Transmission electron microscopy

The kidney tissues were collected, minced into 1‐mm^3^ fragments and fixed in 2.5% glutaraldehyde fixative at 4°C. On the following day, the tissues were postfixed in 1% OsO_4_, dehydrated through a graded alcohol series at room temperature, and embedded in resin. The blocks were sectioned, and 80‐nm continuous sections were stained with 2% uranium acetate and observed under a transmission electron microscope (Hitachi, Japan).

### 2.5 High‐throughput RNA sequencing and informatic analysis

Total RNA was isolated with TRIzol Reagent (Invitrogen, China) according to the manufacturer's instructions. RNA quality, purity and quantity were assessed by Shanghai NovelBio Bio‐Pharm Technology Co., Ltd. The samples were processed with an Illumina HiSeq X Ten Sequencing System. The differentially expressed genes (DEGs) were filtered using the significant threshold value (*p*‐value), fold change (FC) and the false discovery rate (FDR). 

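The counts of 3 kidneys from control mice without I/R (Ctrl) were compared with those of 3 kidneys from control mice after I/R (Ctrl+I/R), using the quasi-likelihood test of edgeR after TMM normalization, which scales for library size and composition. Of the 15567 genes with enough counts to be tested, 5907 had an unadjusted p under 0.05, of which 3081 were higher and 2826 lower in Ctrl+I/R. After Benjamini-Hochberg adjustment over all tested genes, 3019 genes had an adjusted p under 0.05 (1778 higher, 1241 lower). The balance depended on the normalization: with total counts in place of TMM, 2346 were higher and 766 lower, and at unadjusted p 3944 were higher and 1851 lower. The 3 libraries of 1 group did not overlap the 3 of the other in 99.5% of these 3019 genes and in 43.7% of all tested genes, where chance gives 10%. Single libraries moved the adjusted count far: it was 379 without Ctrl library 1, 413 without Ctrl library 2, 833 without Ctrl+I/R library 1, 1635 without Ctrl+I/R library 2 and 4061 without Ctrl+I/R library 4. Ctrl libraries 1 and 2 carried the female transcript Xist and the other 4 libraries did not. Sex as a covariate, added after the counts had been seen, was the alternative that moved the count most. In these 6 libraries, where Ctrl library 3 is then the only comparison, it called 1 gene and 0 of the 3019. A fit to all 12 libraries of the study called 4938 genes without the covariate and 2029 with it, and 1448 of the latter are among the 3019 with the same direction. Both sexes occur only in Ctrl, so this fit too sets Ctrl+I/R against Ctrl library 3 alone.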

A total of 5042 DEGs were identified between the control and AKI groups (Table S1). Genes with *p*‐values <0.05 were identified as DEGs. 

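Kidneys from PT-KO mice after I/R (PT-KO+I/R, 3 libraries) were compared with the 3 Ctrl+I/R libraries by the same test over 15281 genes. An absolute log2 fold change over 1 with an unadjusted p under 0.01 was met by 2804 genes, 908 higher and 1896 lower in PT-KO+I/R. When only genes with over 1000 counts in every one of the 6 libraries were fitted, a setting chosen from the counts printed in Table S3 before the count table was examined, 131 genes met both thresholds (73 higher, 58 lower), and 128 of these are among the genes of Table S3. Using an adjusted in place of the unadjusted p left 2297 genes. Leaving out 1 library at a time gave between 2328 and 3159 genes.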

A total of 130 DEGs were identified between control and ALR KO mice after I/R injury (Table S3). Genes with |log2FoldChange| >1 and *p*‐values <0.01 were identified as DEGs. Differences in pathways were identified using the Student's *t*‐test after correcting for multiple hypotheses and accepting pathways with a 5% FDR cutoff. All data were uploaded to the NCBI GEO public database (accession no. GSE 212678).

### 2.6 Detection of ROS in cells and tissues

For cells, the ROS levels were detected by dihydroethidium (BestBio, China). After H/R injury, the cells were harvested and incubated with dihydroethidium (1:1000) for 30 min at 37°C in the dark. The cells were washed with phosphate‐buffered saline and analysed by flow cytometry. For tissues, the ROS levels were detected by Cy3 (Sigma, USA). After H/R injury, the kidney sections were incubated with Cy3 (1:500) for 30 min at 37°C in the dark. The cell nuclei were counterstained with DAPI. The cells were viewed under a fluorescent microscope (Nikon Eclipse C1, Japan).

### 2.7 Establishment a hypoxia/reoxygenation (H/R) model in HK‐2 cells

Human kidney proximal tubular epithelial (HK‐2) cells were cultured in Dulbecco's Minimum Essential Medium F12 (Gibco, USA) supplemented with 10% fetal bovine serum (Moregate, Australia) and 1% penicillin–streptomycin (Invitrogen, USA) in an atmosphere of 5% CO_2_ at 37°C. To induce H/R injury, the HK‐2 cells were cultured in serum‐free medium overnight, followed by serum‐free and glucose‐free medium in an atmosphere of 94% N_2_, 5% CO_2_ and 1% O_2_ for 6 h, as previously described.^21^, ^32^ Subsequently, the HK‐2 cells were transferred to an atmosphere of 5% CO_2_ and cultured in a complete medium for 12 h.

### 2.8 Western blotting

The cells were washed, and mitochondrial proteins were extracted using the Mitochondrial Kit (Beyotime Biotech Co., Ltd., China) according to the manufacturer's instructions. The protein concentration was determined using the BCA Protein Assay (KenGen Biotech, China). The proteins were separated by 15% sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) and transferred onto polyvinylidene membranes. After blocking in 5% nonfat milk in Tris‐buffered saline–Tween‐20 for 2 h at room temperature, the membranes were incubated with specific primary antibodies overnight at 4°C. Subsequently, the membranes were washed three times with Tris‐buffered saline–Tween‐20 and incubated with the indicated secondary antibodies for 1 h at room temperature. The ECL Kit (Beyotime Biotech Co., Ltd.) was used for detecting immunoreactive proteins. The antibodies were as follows: NGAL (1:1000, cat no. ab216462m, Abcam, UK), KIM‐1 (1:1000, cat no. NBP1‐76701, Novus, USA), GPX_4_ (1:8000, cat no. ab125066, Abcam), ACSL4 (1:5000, cat no. ab155282, Abcam), ALR (1:1000, cat no. abx129857, Abcam), COX IV (1:1000, cat no. 4844, Cell Signalling Technology, USA) and xCT (1:10000, cat no. ab175186, Abcam).

### 2.9 Quantitative real‐time polymerase chain reaction (qRT‐PCR) analysis

RNA was extracted from cells and tissues using the Total RNA Purification Kit (Biyuntian, China). Approximately 1 μg of RNA was reverse transcribed into cDNA using the Reverse Transcription Kit (TaKaRa, Japan), and qRT‐PCR was performed using the SYBR Premix Kit (TaKaRa). The primer sequences are listed in Table S6.

### 2.10 Co‐immunoprecipitation

HK‐2 cells were lysed in lysis buffer, and the protein concentration was determined as previously indicated. The protein lysates (1.5 mg) were incubated with the indicated antibodies at a protein: antibody ratio of 500:1 overnight at 4°C on a rotator. The antibodies were as follows: anti‐ALR polyclonal antibody (cat no. 11293, Proteintech, USA) and anti‐ACSL4 polyclonal antibody (cat no. ab155282, Abcam). Anti‐IgG (cat no. 3900, Cell Signalling Technology) was used as the negative control. On the following day, 100 μL of a 20% slurry of agarose beads (Abcam) was washed three times with lysis buffer and added to the samples for 2 h at 4°C on a rotator. The immunocomplexes were centrifuged at 2817 *g* for 5 min at 4°C, and the supernatants were washed three times with lysis buffer and centrifuged to yield the “input” sample. The immunocomplexes were combined with an equivalent volume of 1× SDS‐PAGE sample buffer and heated at 95°C for 5 min. Western blotting was performed as described above.

### 2.11 Immunofluorescent cell staining

To determine whether ALR and ACSL4 colocalize in mitochondria, the MitoTracker Red CMXRos Kit (Beyotime Biotech Co., Ltd.) was used to label viable mitochondria. The HK‐2 cells were seeded in confocal microscopy dishes and allowed to adhere to the substrate overnight. After H/R injury, the cells were washed with phosphate‐buffered saline three times and stained with trimethylrhodamine, methyl ester, for 20 min, followed by fixation with 4% paraformaldehyde. The cells were washed, permeabilized, blocked with 0.5% BSA and incubated overnight at 4°C with primary antibodies (ACSL4, 1:100 or ALR, 1:50). On the following day, the cells were incubated with a fluorescein isothiocyanate (FITC)‐ or a tetramethylrhodamine isothiocyanate (TRITC)‐conjugated secondary antibody for 60 min at room temperature in the dark. The cell nuclei were counterstained with DAPI. The cells were observed under a confocal laser‐scanning microscope (Nikon A1R + Confocal Microscope, Nikon, Japan).

### 2.12 siRNA and plasmids

The ACSL4 siRNA target sequence was 5′‐GCAAUAAUCCUGCUAUGGAtt‐3′, and the siRNA negative control (NC) sequence was 5′‐UUCUCCGAACGUGUCACGUdTdT‐3′. The siRNAs were purchased from Shanghai GeneBio (China), and they were used at a concentration of 50 nM. The pReceiver‐Lv105 plasmid and empty vector (negative control) were purchased from Shanghai GeneBio. The cells were transiently transfected with Lip2000 Transfection Reagent (Thermo Fisher Scientific, USA) according to the manufacturer's instructions. The transfection efficiency was determined by qRT‐PCR analysis. The sequence of ACSL4 for transient gene knockdown is provided in Table S6. The sequence of the expression clone, as well as its verification, is provided in Figure S4A–C.

### 2.13 Lentivirus transfection and stable cell clone establishment

The lentiviral‐based small hairpin RNA (shRNA) and the ALR overexpression construct were purchased from GeneChem (China). The HK‐2 cells were infected with lentiviruses with an MOI 6. The full‐length ALR gene (GFER, NM_005262) was synthesized using a human cDNA library. All the sequences (Table S3) were cloned into a lentiviral vector. The order of the elements in the ALR overexpression construct was Ubi–MCS–3FLAG–SV40–EGFP–IRES–puromycin. At 35% confluence, the HK‐2 cells were infected with lenti‐ALR‐EGFP (designated as ALR overexpression, ALR‐OE) or lenti‐EGFP (designated as vector). After 72 h, the transfection efficiency was assessed by fluorescent microscopy, and the cells were selected for 2 weeks with puromycin (3 μg/mL, Sigma‐Aldrich, USA) to produce a stable cell line for subsequent assays. The verification of the lentivirus is presented in Figures S3A–D and S4D.

### 2.14 Protein–protein docking

The ClusPro server is a widely used tool for protein–protein docking studies and binding affinity analyses.^33^ ACSL4 was designated as the ligand, whereas ALR was designated as the receptor. The ligand was rotated 70,000 times, and for each rotation, the ligand was translated in x, y and z planes relative to the receptor on a grid. The translation with the highest score was selected. Of the 70,000 rotations, 1000 rotation–translation combinations with the lowest score were selected, and greedy clustering of these ligand positions with a 9 Å C‐alpha RMSD radius was performed to identify the ligand positions with the most “neighbours,” that is, cluster centres. The top 10 cluster centres were retrieved and visually inspected, and the intermolecular contacts from the most probable poses were further evaluated. After analysing the docked structures and interface residues, the molecular images were generated by PyMOL (www.pymol.org).

### 2.15 UPLC‐QqQ‐MS/MS analysis of oxylipins

The separation and quantification of oxylipins from HK‐2 cells were performed using UPLC coupled with 6460 QqQ‐MS/MS (Agilent Technologies, Germany). Briefly, the cells were sonicated twice and stored at −40°C for 1 h. After centrifugation (15 min, 13,523 *g*, 4°C), 480 μL of the supernatant was transferred to an Eppendorf tube, and 320 μL of water was added. After vortexing for 30 s, the sample was further purified with solid‐phase extraction (SPE). The SPE cartridges were equilibrated (methanol/water,1:1). After loading the supernatant, the cartridge was washed with 1 mL of 5% MeOH/H_2_O. The flow‐through fraction was discarded, and the samples were eluted with 1 mL of MeOH. The eluent was evaporated to dryness under a gentle stream of nitrogen and reconstituted in 100 μL of 30% ACN/H_2_O. The reconstituted sample was vortexed for 30 s, homogenized at 60 Hz for 4 min, and sonicated for 5 min in an ice‐water bath. After centrifugation (1 min, 13,523 *g*, 4°C), the sample was transferred to an EP tube with a filter membrane. After centrifugation (15 min, 13,523 *g*, 4°C), the clear supernatant was subjected to UPLC‐MS/MS analysis. The precision of the quantitation was measured as the relative standard deviation (RSD), which was determined by injecting analytical replicates of a QC sample. The accuracy of the quantitation was measured as the analytical recovery of the QC sample was determined. The per cent recovery was calculated as [(mean observed concentration)/(spiked concentration)] × 100%.

### 2.16 Statistical analysis

Data were presented as the mean ± standard error of the mean (SEM). GraphPad Prism 8.0 Software (GraphPad Software, Inc., USA) was used for statistical analysis. Differences between the two groups were assessed by an unpaired Student's *t*‐test. For multiple group comparisons, one‐way anova, followed by Tukey's post hoc test, was applied. Significant differences were considered at *p*‐values <0.05.

## 3 RESULTS

### 3.1 I/R injury induces ferroptosis in AKI

I/R injury is the main cause of AKI. Thus, the bilateral renal I/R injury model was used.^31^ We evaluated the pathological changes, as well as renal function, after 22 min of ischemia and different times of reperfusion. With prolonged reperfusion time, we observed extensive pathological changes and deteriorating renal function. Compared with wild‐type mice, serum creatine and BUN levels were elevated in mice with prolonged reperfusion time (Figure 1A). The mRNA and protein levels of biomarkers for proximal tubule injury, namely kidney injury molecule‐1 (KIM‐1) and neutrophil gelatinase‐associated lipocalin (NGAL), were elevated in AKI mice (Figure 1B). In addition, we observed brush border loss, tubule flattening and inflammatory cell infiltration (Figure 1C), indicating that I/R injury can induce AKI in mice. 

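Bulk RNA-seq counts of whole kidney were available for 12 mice, of which the 6 control mice enter the I/R comparison: 3 without I/R (Ctrl) and 3 killed after 22 min of bilateral ischemia and 24 h of reperfusion (Ctrl+I/R). The authors extracted RNA with TRIzol, sequenced it on an Illumina platform and supplied a table of whole-number read counts per gene, not normalized and not filtered, for 55487 mouse Ensembl genes. Of these, 29160 had a count in at least 1 library. Library totals ran from 15492480 to 19101841 counts in Ctrl and from 14441053 to 20470901 in Ctrl+I/R. Counting error was small beside the difference between mice: the scatter between replicate kidneys was between 8.21 and 66.3 times that expected from counting alone, so 3 mice per group, not depth, set the precision. Genes were tested with edgeR 4.0.16 after its low-count filter and TMM normalization, and a gene was called at an adjusted p under 0.05. The groups, the test, the filter and the first set of alternatives were fixed before the data were examined. A permutation of 3 against 3 libraries cannot give a p under 0.1, so single genes rest on edgeR's model of the counts. The sex of the mice is not in the Methods, and the counts show that it differed within Ctrl. Libraries 1 and 2 had 22402 and 19755 Xist counts and 0 counts of 4 Y-linked genes, while Ctrl library 3 and all 3 Ctrl+I/R libraries had at most 11 Xist counts and carried Y-linked transcripts. Every I/R difference below is therefore also a comparison of a group with 2 female kidneys against a group with none.

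**Figure D1:**
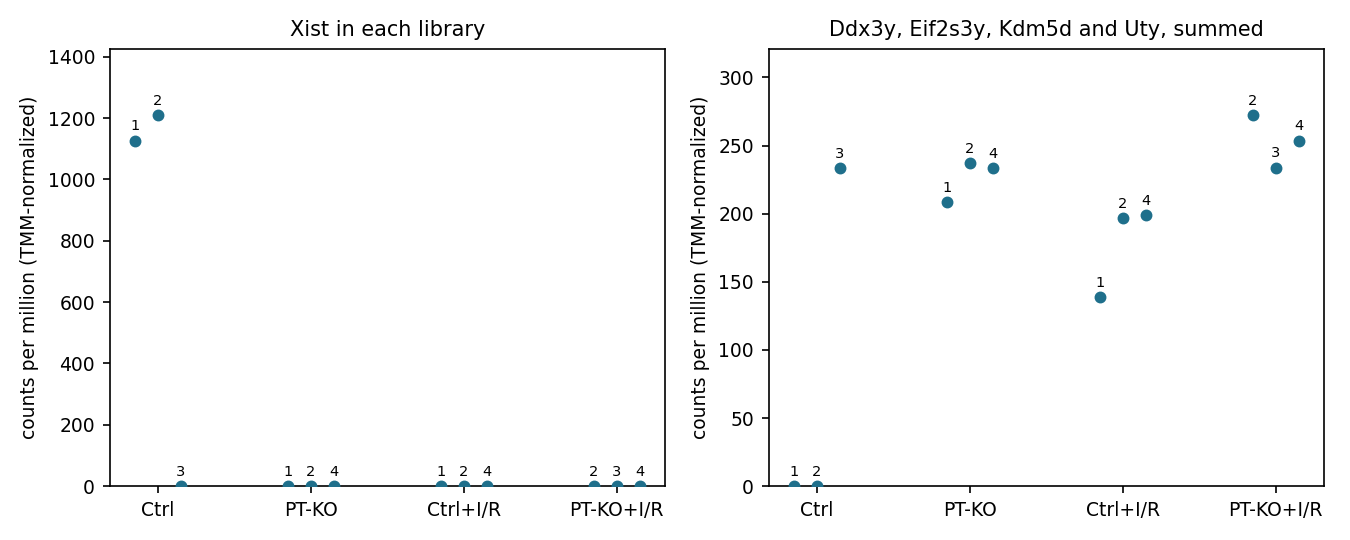
CPM of Xist and of 4 Y-linked genes summed, in each of the 12 libraries by group; each point is 1 kidney.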

To explore the pathways involved in AKI, we performed RNA sequencing (RNA‐seq) using mouse kidney tissues. RNA‐seq data of control mice and I/R injury‐induced mice can be found in Table S1. 

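The part of Table S1 used here holds 1999 genes with their counts, and it was set beside the count table. Of its 6 count columns, 5 were identical to a library of the same group in all 1999 genes, namely Ctrl libraries 1 and 2 and the 3 Ctrl+I/R libraries. The third Ctrl column was identical to Ctrl library 3 in only 41 genes and matched no other library, so the 6 libraries tested here are not wholly the 6 of Table S1. Ctrl library 3 takes its group from its column name alone, because the control sample titles are numbered 1, 2 and 4. Of the 1999 genes, 1836 were tested, 1828 changed in the direction of Table S1 and 568 were called here. Without Ctrl library 3 the adjusted count over all genes was 2227, and 1908 of 1908 tested Table S1 genes changed in the table's direction, of which 186 were called.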

The heatmap showed significant differences in gene expression between non‐AKI and AKI mouse groups (Figure 1D). 

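The largest rises between Ctrl and Ctrl+I/R included 2 genes that mark tubular injury. Kim-1 (Havcr1) rose from 2.70 ± 1.64 to 1092 ± 903 CPM (counts scaled to library size and composition; mean ± SD of 3 kidneys; log2 fold change 8.67, SE 0.86, edgeR adjusted p 0.0029). Ngal (Lcn2) rose from 1.16 ± 0.588 to 286 ± 153 CPM (7.97, SE 0.55, edgeR adjusted p 0.0023). Timp1, Sprr2g and Sprr2f had at most 3 counts in any Ctrl library and were at least 163, 145 and 114-fold higher after I/R, where reads may be shared between the near-identical Sprr2 genes. Falls were ranked among called genes with a mean of at least 100 counts and no overlap between the groups. Genes that Ctrl library 3 already had at the level of Ctrl+I/R are therefore left out. The largest falls in this ranking were those of Slc17a2 (log2 fold change -5.94, edgeR adjusted p 0.0191), Ccdc170 (-5.01, edgeR adjusted p 0.0270), 9030619P08Rik (-4.97, edgeR adjusted p 0.0198), Gm9973 (-4.63, edgeR adjusted p 0.0111) and Bhmt (-4.12, edgeR adjusted p 0.0271). All 5 were low in the male Ctrl library 3 already: Slc17a2 was at 1.22 CPM against a Ctrl mean of 16.6, Ccdc170 at 2.77 against 15.1, 9030619P08Rik at 16.1 against 84.0, Gm9973 at 8.87 against 26.4 and Bhmt at 2.05 against 11.6. With sex as a covariate in these 6 libraries the call of every gene named here was lost. The calls of Slc17a2, Ccdc170, 9030619P08Rik and Bhmt were also lost in 3, 4, 3 and 4 of the 6 fits that left out 1 library, and that of Gm9973 in 0 (Slc17a2 -5.46 without Ctrl library 1, edgeR adjusted p 0.0642).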

In gene set enrichment analysis, several pathways were associated with AKI, with the top three up‐regulated pathways related to cell cycle progression, malaria and amoebiasis and the top down‐regulated pathway related to metabolism (Figure 1E). 

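The paper names the pathways without their member genes, so gene lists written from general knowledge were tested, with camera from limma 3.58.1 (preset correlation 0.01) and adjustment over 114 tests of 23 lists and all comparisons. Of 41 tested cell cycle genes, 39 were higher in Ctrl+I/R and 36 were called (40 when adjusted over the list alone), with a median log2 fold change of 1.74 (limma camera adjusted p 1.1e-40). The rotation test fry from limma also called this list (adjusted p 8.8e-04). Camera with a correlation estimated from these few libraries did not (limma adjusted p 0.162), and over all 114 tests it called 0 of the 53 that camera called, while fry called 38. Metabolic lists moved less. Fatty acid degradation had a median of -0.27 (39 genes, 12 higher, 8 called and 12 over the list alone, limma camera adjusted p 0.121), and fatty acid synthesis, elongation and desaturation a median of -0.14 (22 genes, 7 higher, 3 called and 5 over the list alone, limma camera adjusted p 0.195). Leaving out Ctrl library 3 moved the degradation median most, to -0.074. The degradation list passed the threshold with sex as a covariate (-0.38, limma camera adjusted p 0.0028), without Ctrl library 2 (-0.33, limma camera adjusted p 0.0347) and without Ctrl+I/R library 4 (-0.43, limma camera adjusted p 0.0360), and the synthesis list passed without Ctrl library 3 (-0.11, limma camera adjusted p 0.0372) and with the replicate number as a block (-0.17, limma camera adjusted p 0.0062). The block fit rests on the pairs with the female Ctrl libraries, so it cannot separate I/R from sex. No list was tested for malaria or amoebiasis.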

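Among the 3019 genes called between Ctrl and Ctrl+I/R, 1413 changed over 2-fold. An absolute log2 fold change over 1 with an unadjusted p under 0.01 was met by 1424 genes, 910 higher and 514 lower in Ctrl+I/R.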

We used a volcano plot to compare differentially expressed genes (DEGs) in control and I/R injury‐induced mice and plotted the overall distribution of DEGs (Figure 1F). Ferroptosis was the main signalling pathway identified in this analysis. 

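The authors state that ferroptosis was the main pathway. A list of 39 ferroptosis genes, of which 36 were tested, had a median log2 fold change of 0.19 in Ctrl+I/R, with 22 genes higher and 12 called (16 over the list alone). As a set it did not pass the threshold with camera (limma adjusted p 0.230) and did with fry (limma adjusted p 0.0104). Fry asks whether the members shift in a common direction and not whether they change more than other genes. Hmox1 (log2 fold change 2.59, SE 0.43, edgeR adjusted p 0.0125) and Fth1 (1.10, SE 0.25, edgeR adjusted p 0.0282) rose, with the limit that Fth1 has many pseudogenes that can share its reads. Acsl4 rose by 0.81 (SE 0.20, edgeR adjusted p 0.0330). Leaving out 1 library lost the Acsl4 call in 4 of 6 fits (0.77 without Ctrl library 3, edgeR adjusted p 0.0713), the Hmox1 call in 2 and the Fth1 call in 3. Of the genes the authors measured by qRT-PCR, Slc7a11 (xCT) was higher at low counts, 1.43 ± 0.779 against 0.450 ± 0.182 CPM (1.68, SE 0.53, edgeR adjusted p 0.0634; 1.99 and called without Ctrl+I/R library 4, edgeR adjusted p 0.0291), and Gpx4 was near its control level (0.19, SE 0.15, edgeR adjusted p 0.373).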

Ferroptosis is controlled by glutathione peroxidase 4 (GPX_4_). Cysteine availability can limit glutathione biosynthesis and cystine import, which are required by the cystine/glutamate antiporter system x_c_^−^.^34^ Thus, we examined xCT and GPX_4_ expression in the kidneys of I/R injury‐induced mice (Figure 1G,H), and the results revealed that I/R injury can induce ferroptosis.

**FIGURE 1:**
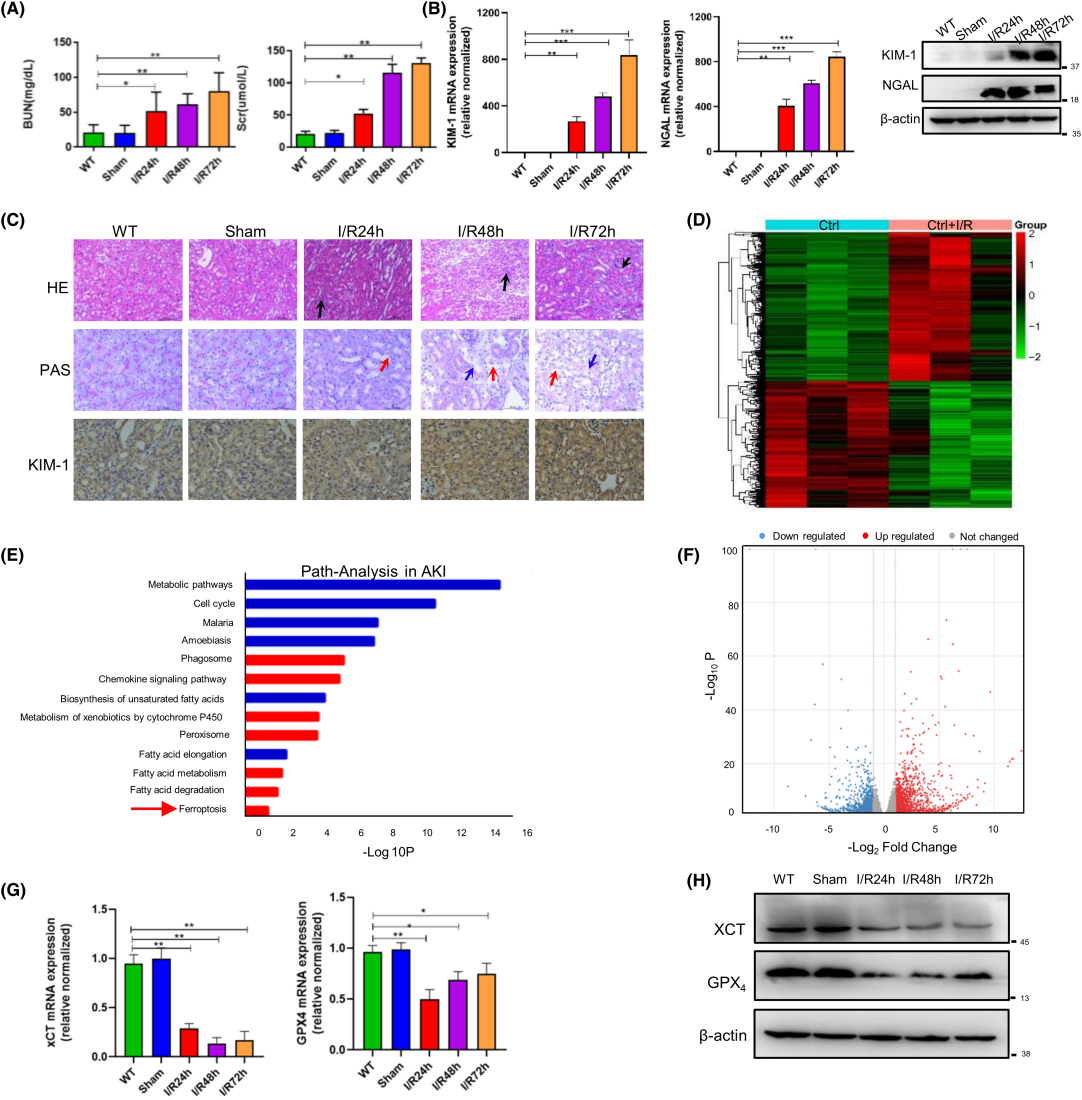
Ischemia–reperfusion injury‐induced AKI involves ferroptosis. (A) Baseline serum creatinine and blood urea nitrogen levels (*n* = 6). Blood and kidney tissues were collected at 24, 48 and 72 h after I/R injury. Data represent mean ± SD of at least three independent experiments, *p < 0.05, versus control; **p < 0.01, ***p < 0.001 versus the indicated groups. (B) KIM‐1 and NGAL expression in kidneys as determined by quantitative real‐time polymerase chain reaction (qRT‐PCR) and western blotting. (C) Representative haematoxylin–eosin‐ and periodic acid–Schiff‐stained kidney sections (magnification, 20×), and KIM‐1 expression in kidneys after I/R injury. Inflammatory cell infiltration is indicated by black arrows, brush border loss is represented by red arrows and tubular basement membrane damage is indicated by blue arrows. (D) Heatmap of differentially expressed genes. Red represents upregulated genes, and green represents downregulated genes. (E) Gene set enrichment analysis of up‐regulated (red) and down‐regulated (blue) differentially expressed pathways in control mice and mice after 24 h of I/R injury (*n* = 3). (F) Volcano plot of all genes. Red dots represent up‐regulated genes, and blue dots represent down‐regulated genes that exceeded the FDR cutoff. The y‐axis represents −log_10_ of FDR, and the x‐axis represents –log_2_ fold change. (G) xCT, GPX_4_ expression in kidneys, as determined by qRT‐PCR (*n* = 3). (H) xCT, GPX_4_ and ALR expression in kidneys, as determined by western blotting (*n* = 3).

### 3.2 ALR is highly expressed and ALR deficiency exacerbates AKI

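In the mouse RNA-seq libraries, the ALR gene Gfer was at 12.7, 11.4 and 14.4 CPM in Ctrl libraries 1 to 3 and at 15.3, 20.0 and 17.6 in Ctrl+I/R. The 2 groups did not overlap (exact permutation p 0.1, the smallest that 3 against 3 can give), and the log2 fold change was 0.46 (SE 0.15, edgeR adjusted p 0.0637). Leaving out 1 library gave between 0.38 and 0.56. Total count normalization gave 0.59 and passed the threshold (edgeR adjusted p 0.034). Gfer starts 77 bases from the start of Noxo1 on the opposite strand, and the strandedness of the counts is not known, so some reads could be shared, although Noxo1 was much lower (34 to 41 counts in Ctrl against 186 to 260 for Gfer). No human data were used here.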

Using RNA‐seq data, we screened the differential expression of ALR to investigate its expression in I/R injury‐induced AKI mice and AKI patients. Mice were studied at 24, 48 and 72 h after ischemia–reperfusion injury, and ALR expression was increased compared with the control (Figure 2A,B). These results were confirmed by immunohistochemistry in AKI patients (Figure 2C). The AKI patient information is presented in Figure S2 and Table S2. To understand the role of ALR in ferroptosis in AKI, we generated a conditional KO mouse (C57BL/6 background) in which the ALR gene was deleted in proximal tubular cells by the Cre‐Loxp system (Figure 2D). The primer sequences for genotyping are listed in Figure S1A. By cross‐breeding the ALR floxed mouse with the Ggt1‐Cre mouse, we obtained the ALR^flox/flox^/Ggt1‐Cre mouse (PT‐KO mouse). ALR^flox/flox^ mice were used as the control (Figure S1B). ALR expression was high in the liver; thus, we examined ALR expression in this organ by qRT‐PCR and western blotting. The protein was abundantly expressed in the liver. In the kidneys, ALR expression in PT‐KO mice was decreased compared with control mice (Figure S1C,D,G). Approximately 8 weeks after birth, there were no significant differences in body weight and the kidney/body weight ratio between PT‐KO and wild‐type mice (Figure S1E,F). To examine the pathological changes of ALR knockout on renal tubule damage in AKI, we performed haematoxylin–eosin and periodic acid–Schiff staining. ALR KO mice were euthanized after 24 h of I/R injury, at which time the epithelial cells of proximal tubules were injured. Compared with control mice, haematoxylin–eosin and periodic acid–Schiff‐stained kidney sections demonstrated extensive damage of proximal tubular epithelial cells in PT‐KO mice (Figure 2E). Furthermore, after 24 h of reperfusion, we observed brush border loss, tubule flattening, and epithelial cell sloughing in PT‐KO mice compared with control mice. Renal function deteriorated in PT‐KO mice as evidenced by increased serum creatine and BUN levels (Figure 2F), but there were no significant differences in these parameters between PT‐KO mice and wild‐type mice in the absence of I/R injury. These results were confirmed by immunofluorescent staining (Figure 2G).

**FIGURE 2:**
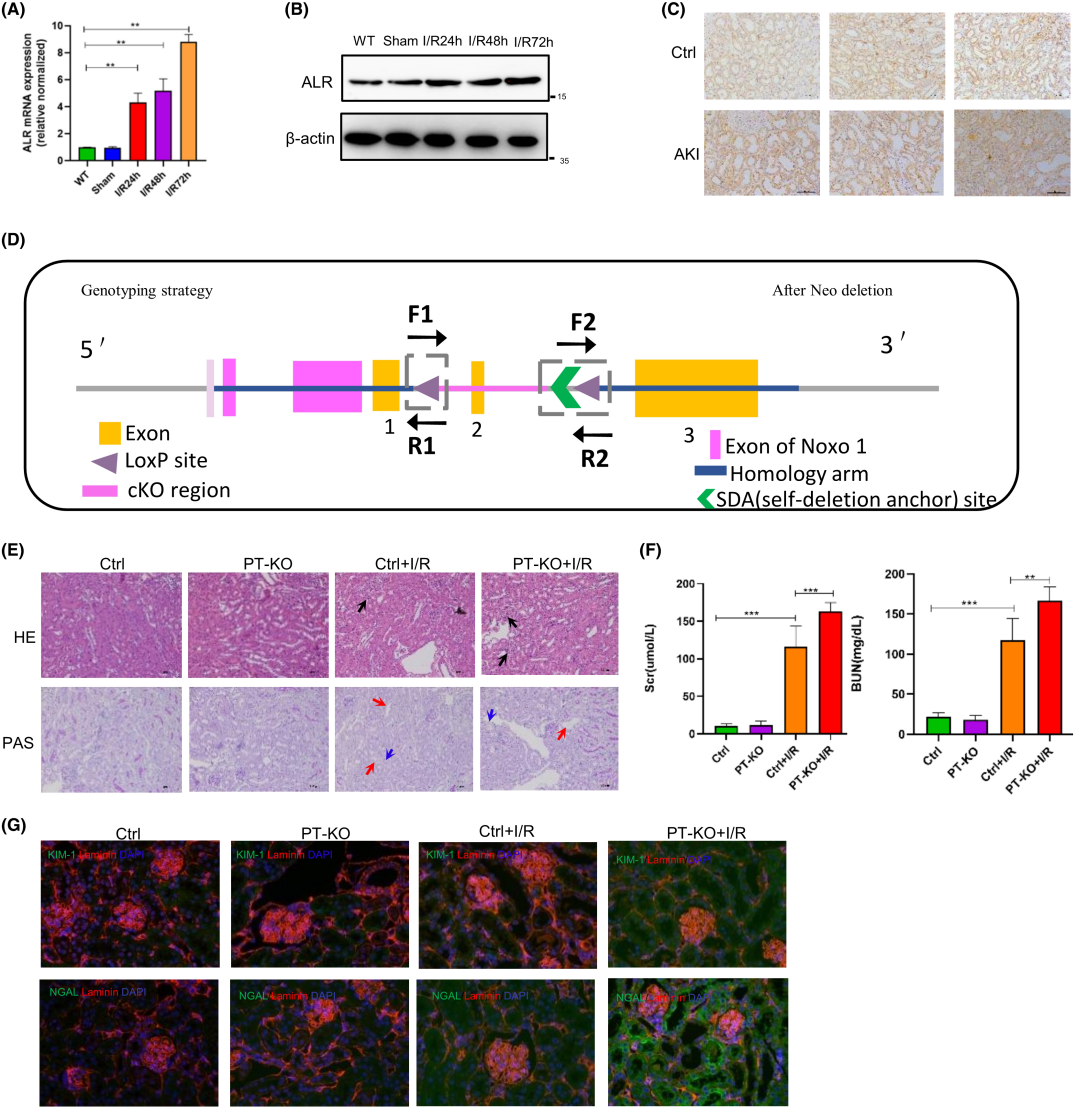
Elevated ALR expression in AKI and ALR knockdown exacerbates ischemia–reperfusion‐induced AKI. (A) ALR expression in mouse kidneys, as determined by quantitative real‐time polymerase chain reaction (*n* = 6). (B) ALR expression in mouse kidneys, as determined by western blotting (*n* = 5). (C) Representative immunohistochemical staining images of ALR in human AKI samples. (D) Strategy of ALR kidney‐specific ALR knockout mice and schematic diagram of a targeted mutation in the ALR gene in mouse ES cells. (E) Haematoxylin–eosin‐ and periodic acid‐Schiff‐stained kidney sections of ALR KO mice (*n* = 6). Magnification, 20×. Inflammatory cell infiltration is indicated by black arrows, brush border loss is represented by red arrows and tubular basement membrane damage is indicated by blue arrows. (F) Biochemical analysis of renal function in ALR KO and wild‐type mice (*n* = 6). *p < 0.05, versus control; **p < 0.01, *** *p* < 0.001 versus the indicated groups. (G) Representative KIM‐1‐ and NGAL‐stained kidney sections. Scale bar = 20 μm.

### 3.3 ALR protects against I/R injury‐induced ferroptosis in vivo and in vitro

To evaluate the role of ALR in ferroptosis, we examined the changes in the expression of ferroptosis‐related molecules. After I/R injury, the mRNA and protein levels of xCT and GPX_4_ in PT‐KO mice decreased after I/R injury compared with wild‐type mice (Figure 3A,B). Morphological changes in mitochondria are the most representative feature of ferroptosis, so we used transmission electron microscopy to observe mitochondrial morphology. After I/R injury, proximal tubule cells in PT‐KO mice had smaller than normal mitochondria with darker‐stained mitochondrial membranes and disorganized mitochondrial crista compared with wild‐type mice (Figure 3C). Given that ferroptosis is promoted by excessive ROS accumulation in cells, we examined ROS levels in PT‐KO mice. In PT‐KO mice, the ROS levels in the kidneys were elevated after I/R injury (Figure 3D). To examine the role of ALR in vitro, we transiently overexpressed ALR by lentiviral infection and successfully established H/R injury in HK‐2 cells (Figure S3A–D). We also observed GPX_4_ expression in the nucleus and cytoplasm (Figure 3E). H/R injury reduced GPX_4_ expression, whereas ALR overexpression promoted GPX_4_ expression in HK‐2 cells. Next, we detected ROS levels in HK‐2 cells after H/R injury. In H/R injury‐induced cells, the ROS levels were elevated, whereas ALR overexpression reduced the ROS levels in HK‐2 cells (Figure 3F). We also measured GPX activity and found that it was significantly reduced in PT‐KO mice after I/R injury compared with wild‐type mice (Figure 3G). Given that ferroptosis associates with mitochondrial changes,^23^ we examined the cellular levels of mitochondrial proteins associated with ferroptosis. After H/R injury, xCT and GPX_4_ expression was significantly increased in cells overexpressing ALR compared with those overexpressing the empty vector (Figure 3H). These results indicate that cell‐specific knockout of ALR aggravates ferroptosis in proximal tubule cells and promotes AKI in mice, whereas overexpression of ALR in HK‐2 cells alleviates ferroptosis in proximal tubule cells.

**FIGURE 3:**
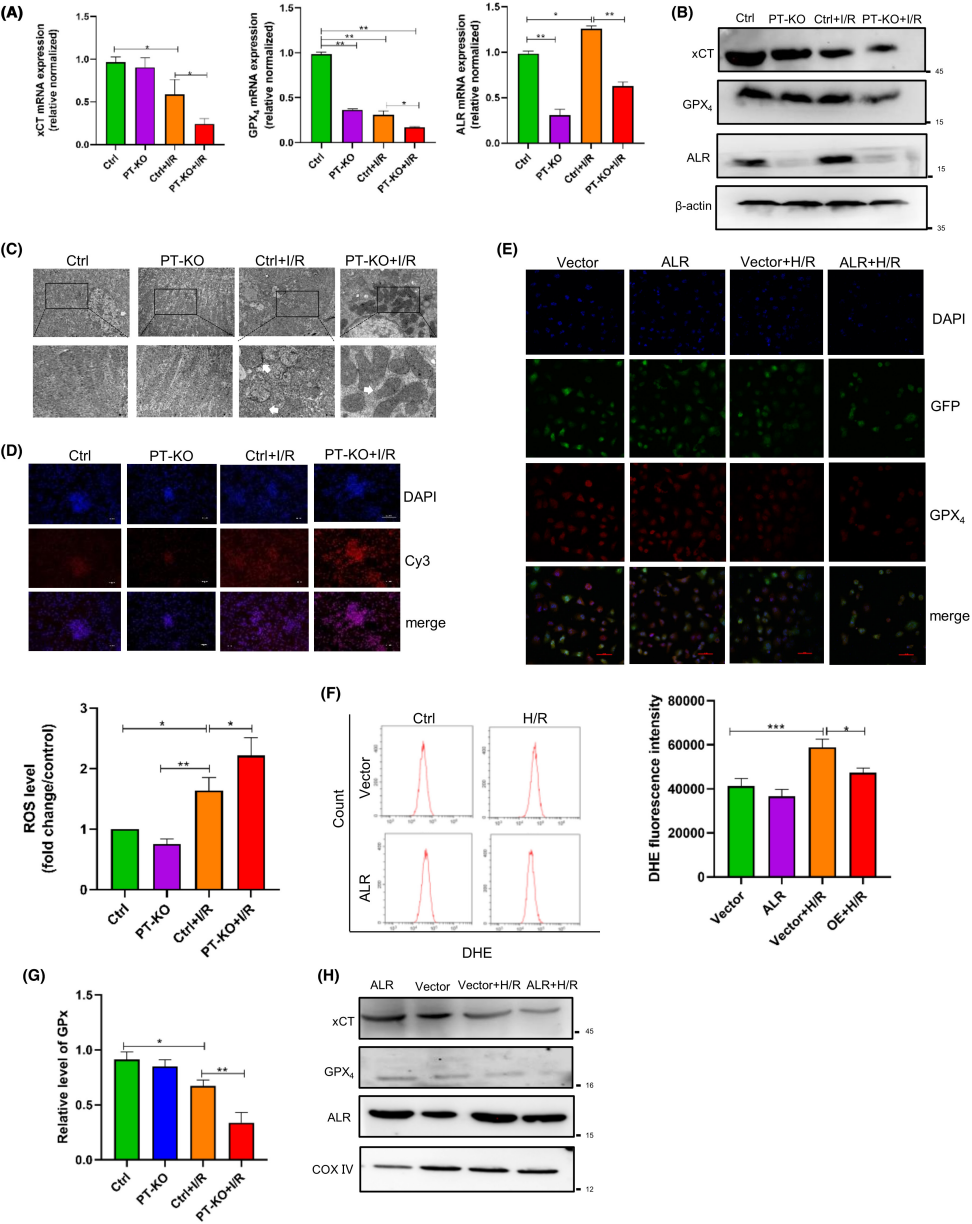
ALR protects against I/R injury‐induced ferroptosis in vitro and in vivo. (A) xCT, GPX_4_ and ALR expression in ALR KO and wild‐type mice as determined by quantitative real‐time polymerase chain reaction (*n* = 6). (B) xCT, GPX_4_ and ALR expression in mouse kidneys. (C) Representative transmission electron microscopy images of mouse kidney tissue after I/R injury. Magnification, 10,000× or 30,000×. Scale bars = 2 μm or 500 nm, respectively. White arrows indicate mitochondrial cristae disappearance and outer membrane rupture. ROS level was quantified and normalized with the control group. (D) ROS levels in the kidneys were measured by hydro‐Cy3 staining. Stained cells were viewed by confocal laser‐scanning microscopy. (E) GPX_4_ expression and localization after ALR overexpression in HK‐2 cells exposed to H/R injury. GPX_4_ localization was examined by confocal laser‐scanning microscopy. Scale bar = 20 μm. (F) ROS levels in HK‐2 cells were measured by dihydroethidium. Stained cells were analysed by flow cytometry (*n* = 3). *p < 0.05, versus control; **p < 0.01, *** *p* < 0.001 versus the indicated groups. (G) Relative GPX content. *p < 0.05, versus control; **p < 0.01, *** *p* < 0.001 versus the indicated groups. (H) Western blot confirmed xCT, GPX_4_ and ALR expression in mitochondria after ALR overexpression in H/R injury‐induced cells.

### 3.4 ACSL4 plays a key role in ferroptosis

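The knockout experiment adds 3 kidneys labelled PT-KO and 3 labelled PT-KO+I/R, from the same count table and with the same surgery, to the 3 Ctrl and 3 Ctrl+I/R kidneys above. Totals ran from 16510219 to 20848401 counts in PT-KO and from 12165089 to 23123693 in PT-KO+I/R. All 6 carried Y-linked transcripts and at most 11 Xist counts, so the sexes were the same in PT-KO+I/R and Ctrl+I/R. The deleted gene was looked at first. Gfer was at 9.97, 17.1 and 15.0 CPM in PT-KO and at 21.6, 22.8 and 21.6 in PT-KO+I/R. It was not lower than in the matching controls: the log2 fold change was 0.13 without I/R (SE 0.20, exact permutation p 0.7, edgeR adjusted p 0.761) and 0.32 after I/R (SE 0.13, edgeR adjusted p 0.0723). The call after I/R changed without Ctrl+I/R library 2, where Gfer was 0.40 higher (edgeR adjusted p 0.040), and the direction without I/R changed without PT-KO library 2 (-0.034). Counts per whole gene from whole kidney can miss a deletion of 1 exon in 1 cell type, and the knockout cannot be checked further from these counts, so the groups are named by their labels. No aligner, count program, genome build or test program is named in the paper, and gene symbols were taken from GENCODE M21.

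**Figure D2:**
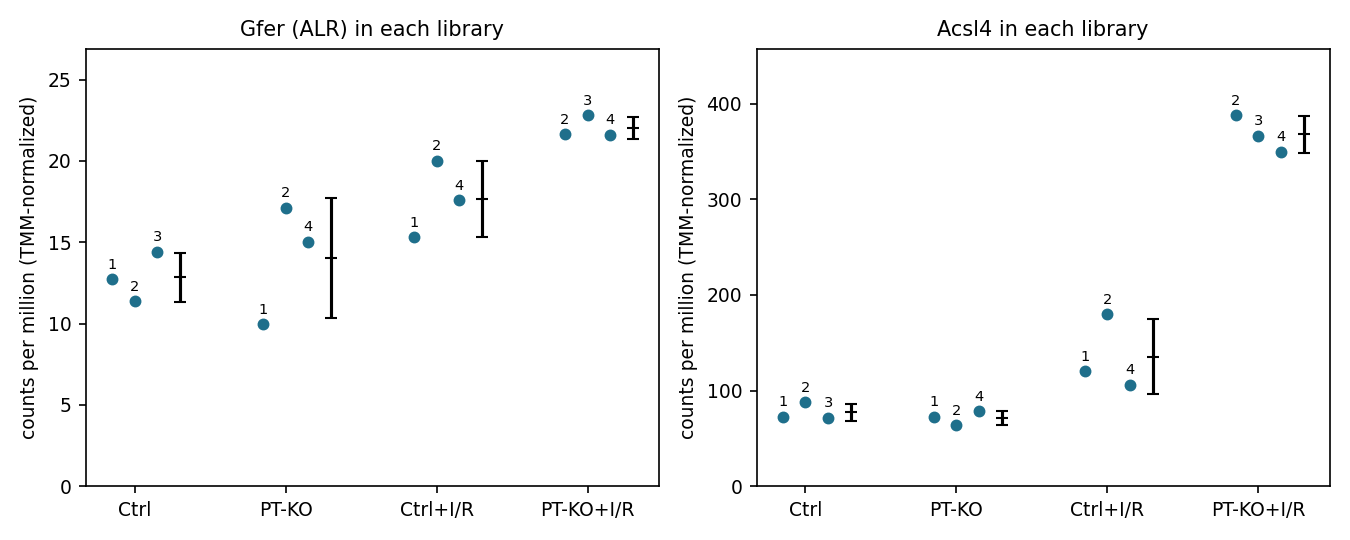
CPM of Gfer and Acsl4 in each of the 12 libraries by group; each point is 1 kidney and bars are mean ± SD.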

To further explore the effects of ALR on ferroptosis, transcriptome sequencing was performed using kidney tissues from PT‐KO mice. 

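Between PT-KO+I/R and Ctrl+I/R, 7169 of 15281 tested genes had an edgeR adjusted p under 0.05 (3444 higher, 3725 lower). The libraries of the groups did not overlap in 98.0% of the called and 58.7% of the tested genes. The count lay between 4918 and 7509 when 1 library was left out, and the fit without PT-KO+I/R library 4 (4918 genes) moved it most. The fit to all 12 libraries called 8276 genes. Total count normalization kept the count near this (7058) but shifted its balance to 1978 higher and 5080 lower. Changes were ranked among called genes with a mean of at least 100 counts and no overlap between the groups. The largest rises were those of Sult1e1 (at most 3 counts in each Ctrl+I/R library and at least 246-fold higher), Slc6a19os (log2 fold change 5.84), Ctxn3 (5.69), Angptl7 (5.24) and Krt20 (5.02), with edgeR adjusted p of at most 6.5e-04. The largest falls were those of Slc7a12 (at least 99.9-fold lower), Pclaf (-6.42), Prok1 (-5.95), Slc4a1 (-5.80) and Ciita (-5.80), with edgeR adjusted p of at most 0.0052. Lcn2 was higher by 2.43 (SE 0.36, edgeR adjusted p 0.0015). Havcr1 was higher by 1.53 (SE 0.55, edgeR adjusted p 0.0494), a call lost in 5 of 6 fits that left out 1 library.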

A heatmap revealed significant differences in gene expression between AKI and PT‐KO AKI mice (Figure 4A). In gene set enrichment analysis, fatty acid metabolism pathways were identified (Figure 4B). 

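Fatty acid degradation genes were divided between PT-KO+I/R and Ctrl+I/R: of 39 tested, 19 were higher and 19 were called, with a median log2 fold change of -2.5e-04 (limma camera adjusted p 0.155). Fatty acid synthesis, elongation and desaturation genes were mostly lower (median -0.42, 9 of 22 higher, 15 called, limma camera adjusted p 0.146). Each of these results depended on 1 library. Without Ctrl+I/R library 4 the degradation list passed the threshold with a median of 0.067 (limma camera adjusted p 0.0240), and without Ctrl+I/R library 1 the synthesis list did with -0.45 (limma camera adjusted p 0.0482). Targets of the fatty acid receptor PPARα were higher (median 0.65, 21 of 29 higher, 18 called, limma camera adjusted p 9.6e-08), and cholesterol synthesis genes were lower (median -0.62, 4 of 21 higher, 13 called). Several genes sit on more than 1 of these lists, and reads of the close relatives Acot1 and Acot2, Acaa1a and Acaa1b, and Scd1 and Scd2 may be shared.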

RNA‐seq data of mice with AKI and PT‐KO mice with AKI can be found in Table S3. 

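All 130 genes of Table S3 were called between PT-KO+I/R and Ctrl+I/R here, in the direction of the table, and 115 of them also met the thresholds on fold change and unadjusted p in the edgeR fit to all genes. The log2 fold changes of the table differed by at most 0.0018 from those of a DESeq2 1.42.0 fit to the 6 libraries. Every gene of Table S3 had over 1000 counts in all 6 libraries and a ratio of mean counts over 2. In the count table 143 genes meet both of these limits, and all 130 of Table S3 are among them. With a DESeq2 unadjusted p under 0.01 as well, a setting put together after the counts had been seen, 133 genes remained, of which 130 are in Table S3. Of the 2804 genes past the thresholds in the edgeR fit, 2641 had a library with 1000 counts or fewer.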

Lipid peroxidation promotes ferroptosis, so we identified 26 genes related to fatty acid accumulation and ferroptosis (Figure 4C) from AKI and ALR KO mouse groups. The detailed genes are listed in Table S4. 

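Of the 26 genes of Table S4, 25 were called between PT-KO+I/R and Ctrl+I/R, 15 higher and 10 lower, and 26 were called when adjusted over the list alone. The list was chosen on these same samples, so these counts are not independent evidence. Leaving out 1 library gave between 22 and 26 called genes. Acacb was the gene not called (log2 fold change -1.03, SE 0.41, edgeR adjusted p 0.0686), and it was called without Ctrl+I/R library 2 (-1.40, edgeR adjusted p 0.0016). Among the 8 ferroptosis genes, 6 were higher and 2 lower (median 1.34, limma camera adjusted p 0.018), and among the 20 fatty acid genes 10 were called higher and 9 lower (median 0.18, limma camera adjusted p 0.225). Acsl4 was at 77.3 ± 9.02 CPM in Ctrl, 71.5 ± 7.49 in PT-KO, 135 ± 39.1 in Ctrl+I/R and 368 ± 19.1 in PT-KO+I/R (mean ± SD of 3 kidneys). It was higher in PT-KO+I/R than in Ctrl+I/R by 1.44 (SE 0.19, edgeR adjusted p 9.4e-04, between 1.29 and 1.68 without 1 library) and did not differ between PT-KO and Ctrl (-0.12, edgeR adjusted p 0.63). Slc7a11 was higher by 3.17 (SE 0.63, edgeR adjusted p 0.0051), Slc39a14 by 2.21 (SE 0.15, edgeR adjusted p 1.3e-04) and Hmox1 by 1.59 (SE 0.47, edgeR adjusted p 0.0244), and the Hmox1 call was lost in 2 of 6 fits that left out 1 library. Acot5 had at most 3 counts in each Ctrl+I/R library and was at least 16.4-fold higher. Cybb fell by 3.44 and Acnat1 fell by 4.07, the largest falls of the list, and Acnat1 shares sequence with Acnat2.

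**Figure D3:**
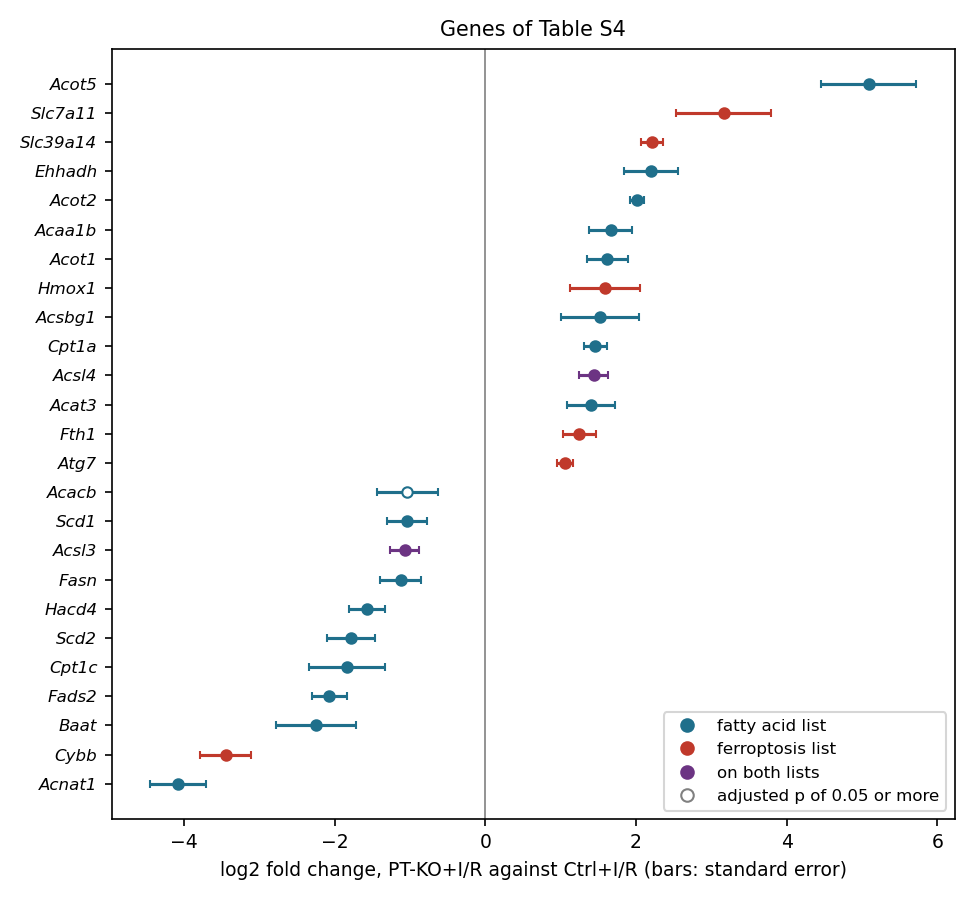
Log2 fold changes of 25 of the 26 genes of Table S4 between PT-KO+I/R and Ctrl+I/R with standard errors, 3 kidneys per group; Acot5 is drawn as fitted, from at most 3 counts per Ctrl+I/R library.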

Next, we examined ACSL4 expression in wild‐type and ALR KO mice after I/R injury‐induced AKI expression and observed that ACSL4 expression increased significantly in ALR KO mice after I/R injury compared with wild‐type mice (Figure 4D–F). Furthermore, ALR overexpression could further rescue ACSL4 expression in vitro (Figure 4G), indicating that ACSL4 is a biomarker of ferroptosis in AKI^35^, ^36^ and that ALR regulates ACSL4 expression in AKI. In the presence of ferrous iron or lipoxygenase, ALR catalyses unsaturated fatty acids within cell membranes, which causes lipid peroxidation and ferroptosis. Thus, we examined the levels of fatty acid oxidation genes in the kidneys. We observed that the levels of enzymes and regulators of fatty acid oxidation were reduced after I/R injury compared with the control (Figure 4H), indicating that ALR plays a key role in ferroptosis by inhibiting fatty acid oxidation.

**FIGURE 4:**
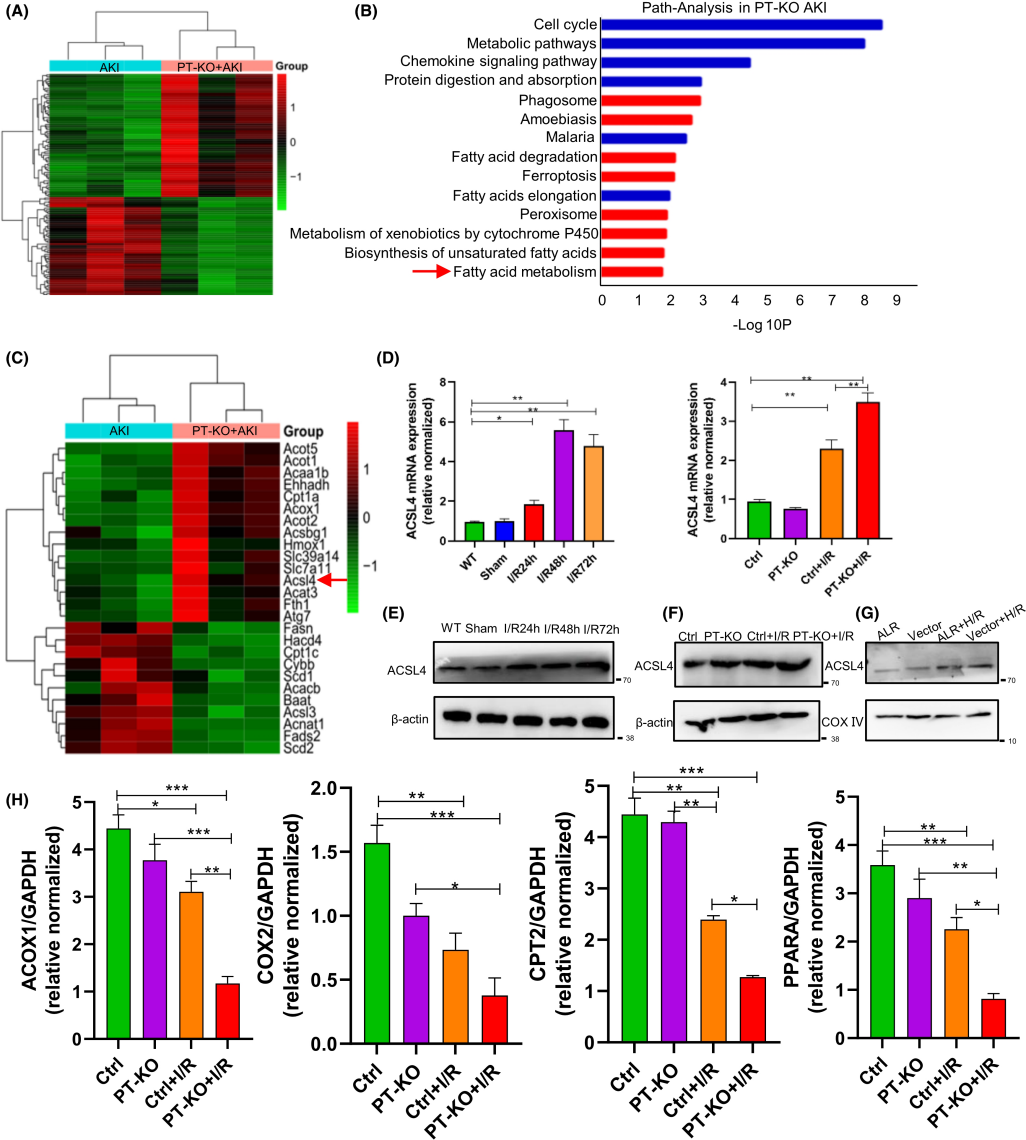
ALR knockout drives expression of fatty acid‐associated genes. (A) Supervised hierarchical clustering identifies two groups after deep sequencing of RNA. Heatmap was prepared using a diverging scale, in which up‐regulated genes are coloured red and down‐regulated genes are coloured green. The first group represents AKI mice, and the second group represents PT‐KO AKI mice. These clusters were further classified into AKI (light green) and PT‐KO AKI (orange) (*n* = 3). (B) Pathway analysis of differentially expressed genes from (A) was performed. The red arrow indicates fatty acid metabolism. (C) Heatmap of differentially expressed genes related to fatty acid synthesis and ferroptosis between AKI and PT‐KO ALR mice. The red arrow indicates ACSL4 (*n* = 3). (D) ACSL4 expression in vivo (*n* = 6) as determined by quantitative real‐time polymerase chain reaction in AKI mice with or without ALR knockout. *p < 0.05, versus control; **p < 0.01 versus the indicated groups. (E–G) ACSL4 expression in vivo and in vitro (mitochondrial fractions from HK‐2 cells) as determined by western blotting in AKI mice and HK‐2 cells after hypoxia–reoxygenation. (H) Fatty acid oxidation enzyme expression. *p < 0.05, versus control; **p < 0.01, versus the indicated groups.

### 3.5 ALR binds ACSL4 to prevent ferroptosis

Interactions between ALR and ACSL4 in publicly available protein–protein interaction databases have not been reported. To confirm whether ALR and ACSL4 interact, we identified the potential binding sites between these two proteins, and molecular docking was used to identify potential interacting residues based on geometric complementarity. Given that ALR is a dimer,^37^ we analysed the potential binding sites in the dimer. Interacting regions between ALR (https://www.pdbus.org/, PDB, ID3MBG) and ACSL4 (https://www.uniprot.org/, Uniprot‐O60488‐F1‐model) corroborated the available data on the existing domains (Figure 5A). The specific sites of contact between ACSL4 and ALR are shown in Figure 5B. There were eight hydrogen bonds and two salt bridges between ALR and ACSL4. Co‐immunoprecipitation verification of ALR and ACSL4 interaction in HK‐2 cells (Figure 5C). In addition, ALR and ACSL4 were co‐localized in mitochondria in HK‐2 cells (Figure 5D). In mice, these two proteins are mainly localized in the proximal tubules (Figure 5E).

**FIGURE 5:**
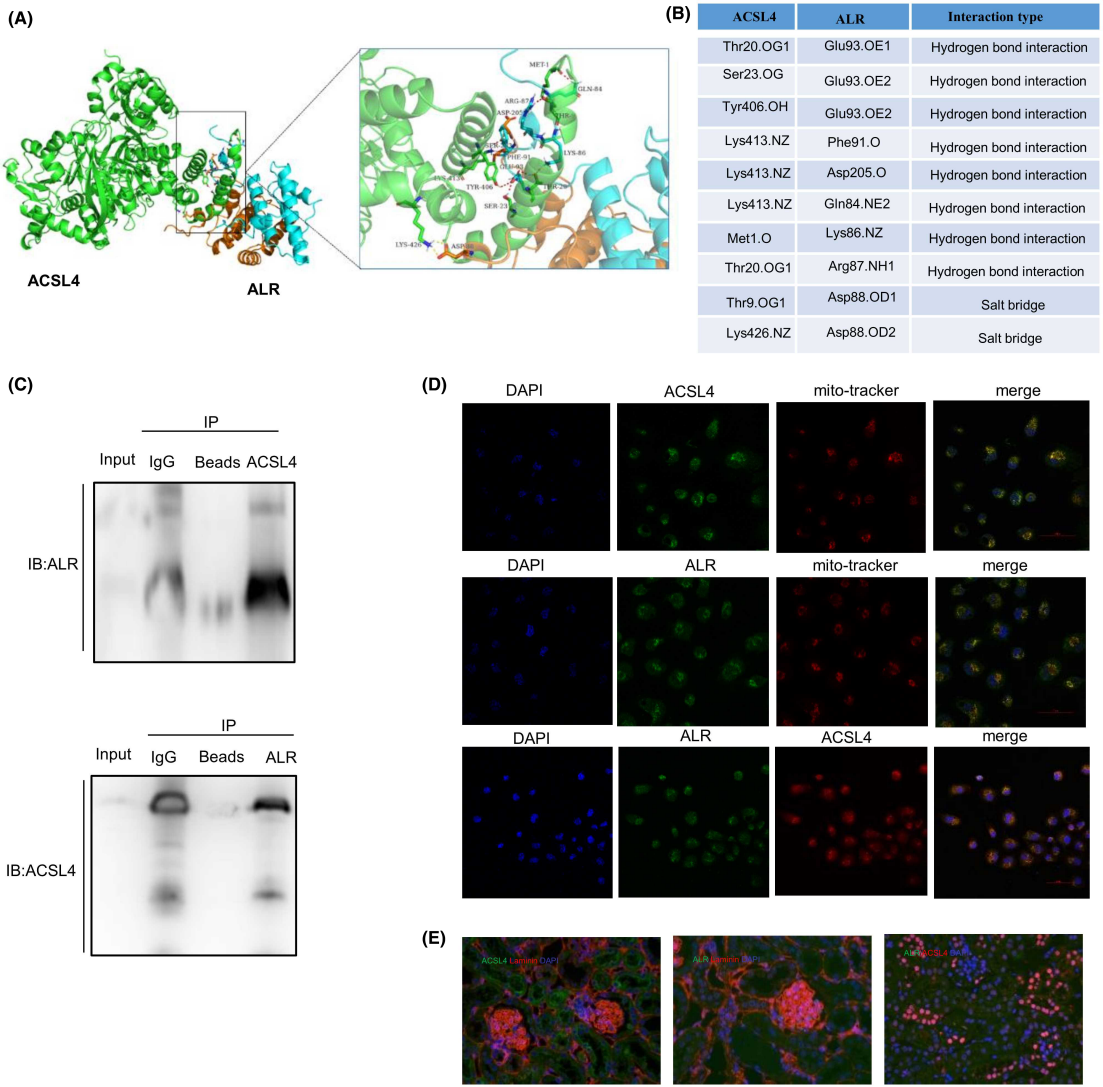
ALR interacts with ACSL4. (A) Surface binding model of ALR with ACSL4. ALR is coloured cyan (chain A) and orange (chain B), and ACSL4 is coloured green. Red dashes represent hydrogen bonds, and yellow dashes represent salt bridges. (B) Specific sites of contact between ALR and ACSL4. (C) Co‐immunoprecipitation of endogenous ALR and ACSL4 in human proximal tubule cells. (D) ALR and ACSL4 colocalize in the mitochondria of HK‐2 cells by confocal laser‐scanning microscopy. Scale bar = 50 μm. (E) ALR and ACSL4 colocalize in mouse epithelial cells of proximal tubules. Sections were co‐stained with anti‐laminin to outline the tubular area. Scale bar = 20 μm (*n* = 3).

### 3.6 Oxidation oxylipin of downstream ACSL4 reduced ferroptosis is regulated by ALR in AKI

Ferroptosis is characterized by the accumulation of ROS and lipid peroxidation products. There are many different classes of cellular lipids, including monounsaturated fatty acids and polyunsaturated fatty acids. However, it is unclear whether these fatty acids are oxidized and whether they have roles in ferroptosis. To address these questions, we extracted and analysed lipid metabolites by UPLC‐QqQ‐MS/MS as well as analysed the oxylipin ratio between ACSL4‐knockdown and control samples to generate the lipidomic profiles. There were 48 lipid metabolites (17 down‐regulated and 31 up‐regulated) displaying changes after ACSL4 knockdown (Table S5 and Figure S4E). A volcano map showed the down‐regulation and up‐regulation of oxylipin (Figure S4F). As for the qualitative oxylipin profile, of the 48 oxylipins analysed, there were significant differences in six oxylipins between ACSL4‐knockdown and control samples (Figure S4G). To further examine the functions of ALR and ACSL4 in ferroptosis, ALR expression was silenced in HK‐2 cells by short hairpin interfering RNA sequences. The vector information and transfection efficiency of ALR and ACSL4 are shown in Figure S4A–D. Next, we performed targeted lipidomics and metabolomics profiling after interfering with ALR expression (Figure 6A) and found that the level of 5Z,8Z,11Z,14Z‐eicosatetraenoic acid (ARA) increased significantly compared with the control (Figure 6B). Next, we transfected shRNA/ALR cells with an ACSL4 overexpressing plasmid and detected oxidized lipids by targeted metabolomics. A heatmap showed the individual lipid species from targeted metabolomics profiling (Figure 6C). After overexpression of the ACSL4 plasmid, we examined the ARA level (oxylipin from EPA) and observed a significant increase (*p* < 0.05) in the shRNA/ALR group compared with the shRNA/ALR + ACSL4 group (Figure 6D). Taken together, these findings prove that interference of ACSL4 and/or ALR can reduce polyunsaturated fatty acids and that ALR mediates mitochondrial intermembrane assembly by binding to ACSL4 (Figure 6E), thereby decreasing ferroptosis.

**FIGURE 6:**
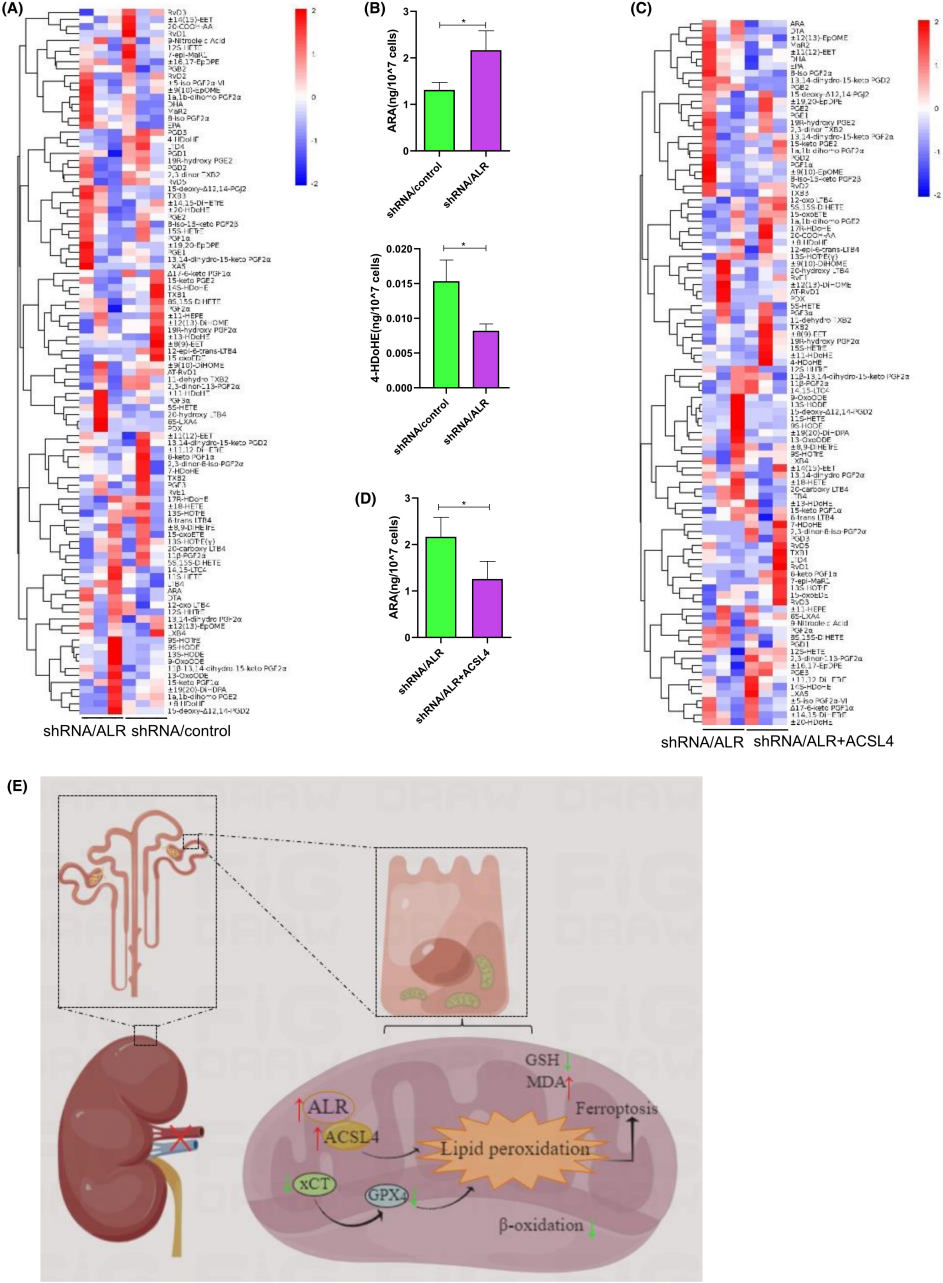
Information about oxylipin by UPLC‐QqQ‐MS/MS. (A) Targeted metabolomics profiling assays of oxylipin after lentivirus‐mediated shRNA interference of ALR expression. (B) Contents of 4‐HDoH4 and ARA (only statistically significant changes are displayed). (C) Targeted metabolomics profiling assays of oxidized lipids after inhibition of ALR expression through shRNA interference and/or ACSL4 overexpression plasmid transfection. (D) Content of ARA. *p < 0.05, versus control; **p < 0.01 versus the indicated groups. (E) Working model of ALR mediating mitochondrial intermembrane assembly by binding to ACSL4, thereby decreasing ferroptosis. Green arrows represent downregulation, whereas red arrows represent upregulation.

## 4 DISCUSSION

Ferroptosis, a non‐apoptotic form of cell death, is a relatively recently discovered regulated cell death that can be triggered by excessive lipid peroxidation.^38^ An increasing number of studies indicate that ferroptosis is involved in I/R injury, as well as AKI.^39^ I/R injury is the most common cause of AKI, and the pathophysiology of I/R injury‐induced AKI can be summarized by hemodynamic alterations, epithelial cell injury and inflammation.^40^ Furthermore, ROS production has been implicated in kidney damage after I/R injury. ROS are the products of lipid oxidation, and the rapid increase in ROS production can overwhelm antioxidant defences and further aggravate injury. It is worth mentioning that epithelial cells are susceptible to I/R injury. Previously, we reported that ALR was a protective antioxidant molecule in the mitochondrial response to H/R injury‐induced oxidative stress in AKI.^41^ Another study also found that defects in ALR function lead to mitochondrial iron accumulation.^28^ It is worth mentioning that ALR is responsible for Fe‐S cluster transfer and mitochondrial membrane stability.^42^ Moreover, ferroptosis is involved in iron‐dependent, lipid peroxide accumulation. Here, we reveal the significance of ALR in I/R injury‐induced ferroptosis in the kidneys by RNA‐seq. We found that ALR expression was significantly increased in H/R injury‐induced HK‐2 cells, I/R injury‐induced AKI mouse models and AKI patients. At present, it is not known why the expression of ALR, a protective molecule, increases during AKI. We speculate that feedback mechanisms caused by high ROS stress may be involved in AKI. In addition, several reports demonstrate that ALR is a secreted cytokine.^43^, ^44^ To further elucidate the protective role of ALR on ferroptosis in I/R injury‐induced AKI, we used a kidney‐specific ALR knockout mouse model. We also established an AKI mouse model by inducing bilateral ischemia for 22 min^45^ and reperfusion for 24 h. Knockout of ALR causes serious pathological damage, and the mortality rate of ALR KO mice was approximately 50% (data not shown). Therefore, we chose 24 h after reperfusion as the time point for further study. Taken collectively, these findings provide indirect evidence for the protective effects of ALR.

To explore the mechanism of ALR protection against ferroptosis, we speculated that ALR may be interacting with proteins involved in ferroptosis. We base this conjecture on the fact that ALR is a mitochondrial intermembrane space protein and oxylipins are produced in mitochondria. Therefore, we identified the common genes between fatty acid oxidation and ferroptosis in PT‐KO mice, and ACSL4 was the only gene that was common to both processes out of 26 genes. 

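Table S4 places 2 genes on both its fatty acid and its ferroptosis list, Acsl4 and Acsl3. In PT-KO+I/R against Ctrl+I/R, Acsl3 was lower (log2 fold change -1.07, SE 0.20, edgeR adjusted p 0.0035, between -1.18 and -0.85 without 1 library), opposite to Acsl4. The dependence of the Acsl4 difference on I/R was tested as the knockout by I/R interaction (log2 1.56, edgeR adjusted p 8.4e-04). From this overlap the authors took ACSL4 forward as a candidate partner of ALR in ferroptosis.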

ACSL4, a member of the acy1‐CoA synthetase family, is a biomarker and regulator of ferroptosis.^35^ ACSL4 is localized in mitochondria, and it prefers polyunsaturated fatty acids.^46^ In this study, we identified by docking analysis the potential binding sites between ALR and ACSL4. We also observed that ALR and ACSL4 were colocalized in mitochondria and epithelial cells of proximal tubules in mice. In addition, ACSL4 expression increased significantly in ALR KO mice, and ALR overexpression could further rescue ACSL4 expression in vitro. These findings suggest that ALR may regulate ACSL4 expression by binding to ACSL4.

Ferroptosis is a lipid peroxide‐driven form of cell death. In other words, ferroptosis is driven by the peroxidation of membrane lipids such as phospholipids and glycerol‐derived lipids.^47^ Membrane lipids contain polyunsaturated fatty acids that exert highly lethal effects upon lipid peroxidation. Interestingly, ACSL4 induces ferroptosis in liver cells via arachidonic acid (ARA) oxidation.^48^ Therefore, we examined the products of lipid oxidation by UPLC‐QqQ‐MS/MS. We also observed changes in arachidonic and eicosapentaenoic acids following H/R injury, which decreased ACSL4 expression. Specifically, interference of ALR reduced the levels of polyunsaturated fatty acids, especially ARA, and overexpression of ACSL4 inhibited the content of ARA. Membranes rich in ARA facilitate ferroptosis during cell death.^49^ Our results indicate that ALR specifically binds to ACSL4, which reduces the accumulation of oxylipins, especially polyunsaturated fatty acids, in proximal tubule cells.

In summary, we revealed that the protective role of ALR could be enhanced via regulated ACSL4, an important regulator of the sensitivity of ferroptosis to convert and control the accessibility of long polyunsaturated fatty acids required for metabolic processes. These results provide new insights on how mitochondria, key organelles of energy resources for proximal tubule cells, can be targeted to decrease the accumulation of oxidized lipids in I/R injury‐induced AKI.

## AUTHOR CONTRIBUTIONS

**Lili Huang:** Data curation (equal); methodology (lead); software (supporting); writing – original draft (lead). **Ling Zhang:** Conceptualization (lead); project administration (supporting); resources (supporting); supervision (supporting); validation (equal). **zheng Zhang:** Conceptualization (supporting); formal analysis (supporting); methodology (supporting); software (supporting); supervision (supporting); visualization (lead). **Fangyan Tan:** Data curation (equal); investigation (supporting); methodology (supporting); software (supporting). **Yixin Ma:** Methodology (supporting); validation (supporting); visualization (supporting). **Xujia Zeng:** Data curation (supporting); investigation (supporting); methodology (supporting). **Dan Cao:** Data curation (equal); methodology (supporting); writing – original draft (supporting). **Lili Deng:** Methodology (supporting). **Qi Liu:** Supervision (supporting); validation (equal); visualization (supporting). **Hang Sun:** Conceptualization (supporting); formal analysis (supporting); project administration (lead). **Bingbing Shen:** Funding acquisition (supporting); methodology (supporting); resources (supporting); visualization (supporting). **Xiaohui Liao:** Funding acquisition (lead); investigation (equal); supervision (lead).

## FUNDING INFORMATION

This work was supported by grants from the National Natural Science Foundation of China (81873604), Chongqing medical scientific research project (Joint project of Chongqing Health Commission and Science and Technology Bureau) (2022GDRC005), Chongqing Natural Science Foundation (CSTB2022NSCQ‐MSX0984), CQMU Program for Youth lnnovation in Future Medicine (W0173) and Chongqing Key Laboratory of Emergency Medicine Open Project (2022KFKT05).

## CONFLICT OF INTEREST STATEMENT

All authors declare no conflicts of interest.

## Supporting information

Figure S1.
Click here for additional data file.

Figure S2.
Click here for additional data file.

Figure S3.
Click here for additional data file.

Figure S4.
Click here for additional data file.

Table S1.
Click here for additional data file.

Table S2.
Click here for additional data file.

Table S3.
Click here for additional data file.

Table S4.
Click here for additional data file.

Table S5.
Click here for additional data file.

Table S6.
Click here for additional data file.

## Data Availability

Data will be made available upon reasonable request.

# Supplementary material for: Loss of nephric augmenter of liver regeneration facilitates acute kidney injury via ACSL4‐mediated ferroptosis
**Source:** J Cell Mol Med. 2023 Dec 13;28(3):e18076. doi: 10.1111/jcmm.18076
**Supplement:** Supplementary file 6 — Table S2.

5047/2842/2924/2212/9590/0563

17987/ 8101/8167/8193/8306/8347

113.1 ± 23.2

acute tubular necrosis/

interstitial nephritis/

glomerulonephritis/

crescent formation

**Pathological findings**

**ID**

**AKI**

**normal tissues**

Female

Male

2

4

3

3

**Age(year)**

**Gender**

**Race**

HAN

HAN

**Scr(μmol/L)**

**BUN(mmol/L)**

**eGFR（ml/min）**

59.3±15.3

6

6

16.4 ± 5.8

7.85 ± 2.56

14.5 ± 7.7

63.9 ± 20.4

444.2 ± 175.3

35.5±6.9

-

# Supplementary material for: Loss of nephric augmenter of liver regeneration facilitates acute kidney injury via ACSL4‐mediated ferroptosis
**Source:** J Cell Mol Med. 2023 Dec 13;28(3):e18076. doi: 10.1111/jcmm.18076
**Supplement:** Supplementary file 8 — Table S4.

**Same**

**N**

**ACSL4/ACSL3**

**20**

**8**

**Fatty acids**

**Ferroptosis**

Acaa1b/Acox1/Acot2

Fads2/Scd2/Hacd4

Scd1/Baat/Acot5

Acnat1/Acot1/Cpt1c

Cpt1a/Fasn/Acsbg1

Acat3/Acacb/ACSL4

ACSL3 /Ehhadh

Hmox1/Cybb

Slc39a14/Fth1

Slc7a11/Atg7

Acsl4/Acsl3

How the deposited data were processed for this re-analysis (not part of the article)

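Bulk RNA-seq of whole mouse kidney was analysed from 12 libraries, each from 1 mouse: 3 control kidneys without I/R (Ctrl), 3 control kidneys after I/R (Ctrl+I/R), 3 knockout kidneys without I/R (PT-KO) and 3 knockout kidneys after I/R (PT-KO+I/R). Injury was 22 min of bilateral renal ischemia followed by 24 h of reperfusion. The groups are those of the sample labels, except that Ctrl library 3 takes its group from its column name, since the control sample titles are numbered 1, 2 and 4. Its place in the replicate block is therefore unknown, and it shared no block with other libraries. In Ctrl+I/R against Ctrl and in PT-KO against Ctrl, the block fit thus rests on the pairs numbered 1 and 2. The Ctrl libraries of these pairs are both female, and the fit leaves almost no residual degrees of freedom. The qRT-PCR, western blot, histology, cell culture and human parts of the paper were not used here.

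The authors extracted RNA with TRIzol, sequenced it on an Illumina platform and supplied 1 table of read counts per gene. The paper names no aligner, count program, annotation or genome build. The table holds 55487 Ensembl gene identifiers of mouse and 12 count columns, and its values are whole numbers that were neither normalized nor filtered. Of the identifiers, 55141 have a symbol in GENCODE M21, and 29160 have a count in at least 1 library. The counts cannot show whether the library preparation kept the strand. Library totals had a median of 19050707 counts in Ctrl, 17288996 in PT-KO, 16978585 in Ctrl+I/R and 16646590 in PT-KO+I/R, and the lowest was 12165089. Between 20416 and 22210 genes had a count in a library. Scatter between replicate kidneys was at least 8.21 times the counting error, so the number of mice limits the precision. Replicate numbers were checked as a possible pairing: residuals of the 12 pairs of libraries with the same number had a median correlation of -0.022, so no pairing was used.

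Genes were filtered with filterByExpr, normalized with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on the 6 libraries of each comparison. The comparisons were Ctrl+I/R against Ctrl, PT-KO+I/R against Ctrl+I/R, PT-KO against Ctrl and PT-KO+I/R against PT-KO, and the knockout by I/R interaction was tested on all 12 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the paper (an absolute log2 fold change over 1 with p under 0.01, or p under 0.05) were applied beside this. Where every library of a group had 3 counts or fewer, only a bound on the fold change is given. For single genes in 3 against 3 libraries, exact permutation tests were run as well, of which the smallest possible p is 0.1.

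Gene lists were written from general knowledge before the counts were tested and cover ferroptosis, fatty acid degradation, fatty acid synthesis, cell cycle, cholesterol synthesis, targets of PPARα, NRF2 and ATF4, mitochondrially encoded mRNAs, markers of kidney and immune cells, and the genes of Table S4. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over 114 tests.

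The alternatives fixed before the data were examined were DESeq2 1.42.0, total count normalization, no low-count filter, at least 10 counts in every library, 1 fit to all 12 libraries, replicate number as a block, leaving out each library in turn, fry and an estimated correlation for the lists, and for the thresholds of the paper an adjusted p or over 1000 counts in every library. Those chosen after the counts had been seen were sex as a covariate, thinning every library to 12165089 counts, an offset for GC content and transcript length, and DESeq2 with over 1000 counts and a ratio of mean counts over 2. Alternatives for lists were kept for every list in the 2 comparisons the paper draws on, and for 3 lists in PT-KO against Ctrl and 5 lists in the interaction. That choice of lists was made after a first set of these results had been seen. The methods were tested on simulated data made from these counts with 200 changed genes: edgeR found 140 of 200 with 7 false calls between PT-KO+I/R and Ctrl+I/R, 125 with 13 between Ctrl+I/R and Ctrl, and 117 with 10 for the interaction, while DESeq2 found 149 with 31, 157 with 44 and 133 with 37. False calls were 4.76%, 9.42% and 7.87% of those of edgeR. The simulated data had far fewer changed genes than the real comparisons call and no sex difference, so they do not test the fits in that setting. The part of Table S1 used here held 1999 genes, and Tables S3 and S4 were used whole.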

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

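The tests of sex, depth, GC content, proximal tubule share and size of the injury response below were chosen only after these results had been seen.

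The effect of I/R differed by genotype in 4953 genes, called by edgeR at an adjusted p under 0.05 for the knockout by I/R interaction. Of 100 groupings of the 12 libraries, the true one and 99 random ones that kept the group sizes, 4 gave at least as many genes, the true one included, and the largest gave 7653. So 3 random groupings exceeded the true count. The random groupings mixed kidneys with and without I/R, so they do not show how many interaction genes chance would give. Chance is not decided by this test. The sex of the mice could account for part of it, because 2 of the 3 Ctrl libraries were female and no other library was: with sex as a covariate 3233 genes were called, of which 2928 are among the 4953. With the replicate numbers as a block 3215 were called, of which 2938 are among them. Both sexes occur only in Ctrl, so the covariate leaves 1 male Ctrl library to stand for the group and does not exclude sex as a cause. How many of the genes depend on the knockout stays open.

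Cell cycle genes rose as a list after I/R in control kidneys and not in knockout kidneys. The interaction of the cell cycle list had a median log2 change of -1.68 (limma camera adjusted p 1.1e-12), and PT-KO+I/R against PT-KO had a median of 0.0099. Members of the list went both ways in the knockout kidneys: 19 of 37 were higher and 16 were called, from -2.16 to 1.06. Depth is argued against as an explanation, since thinning left the difference between PT-KO+I/R and Ctrl+I/R at -1.99, and so is GC content, with -1.92 under the offset. A smaller injury response in PT-KO+I/R would likely lower the injury markers too, but the injured proximal tubule list had a median of 0.84. Its members went both ways (-1.35 to 5.02, 10 of 14 higher). It passed with camera (limma adjusted p 0.0227) and not with fry (limma adjusted p 0.145). Its median stayed between 0.53 and 1.33 when 1 library was left out. Over 14802 genes the median absolute log2 fold change after I/R was 0.617 in knockout and 0.317 in control kidneys. These values argue against a smaller response for the genes as a set. Macrophage markers (-1.04 against 1.17) and fibroblast markers (0.41 against 1.45) went the other way, so a smaller response of some cells is not excluded. With an estimated correlation the cell cycle list did not pass the threshold (limma adjusted p 0.229). A delayed or blocked cell cycle entry, fewer proliferating immune cells, or a different time course of repair all stay open, since whole-kidney counts at 1 time point cannot tell them apart.

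Xist had 22402 counts in Ctrl library 1 and 19755 in Ctrl library 2, against at most 11 in the other 10 libraries, so the Ctrl group mixes sexes. The summed Y-linked CPM of PT-KO against the 1 male Ctrl library had a log2 ratio of -0.044, but that library was taken as male from these same genes, so the ratio decides nothing. Ctrl library 3, the male one, is also the library whose number is not among the control sample titles. In Table S1, 20 genes with a mean of at least 100 control counts were over 2-fold apart between Ctrl library 3 and libraries 1 and 2. In all 20 the third Ctrl column of Table S1 lay nearer to libraries 1 and 2. Table S1 genes were selected with that column, so this does not settle what that kidney was. Whether both sexes were used on purpose, or a mislabelled kidney could be among the 3, stays open.

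Macrophage markers were lower in PT-KO+I/R than in Ctrl+I/R (median log2 fold change -1.85, limma camera adjusted p 3.1e-05) while neutrophil markers were higher (1.50, limma camera adjusted p 0.0096). Csf1r fell from 35.5 to 13.3 CPM and S100a9 rose from 9.59 to 30.6. A changed share of proximal tubule RNA may move all immune markers together, but the neutrophil median lay 3.35 above the macrophage median, which argues against it. The neutrophil list did not pass with fry (limma adjusted p 0.0557). A changed infiltrate, a changed state of the same cells and a different time after injury stay open.

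Mitochondrially encoded mRNAs were higher in PT-KO than in Ctrl (median log2 fold change 0.36, limma camera adjusted p 7.2e-07), with 13 of 13 genes higher. Sex may explain part of this: with sex as a covariate the median was 0.13, but that fit rests on 1 male Ctrl library. The list did not pass with fry (limma adjusted p 0.083). It stays open whether the knockout or the make-up of the Ctrl group sets the difference.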

How the results depend on the processing

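Sex as a covariate, thinning, the offset for GC content and length, and DESeq2 with over 1000 counts and a ratio of mean counts were chosen only after the results were seen.

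The count of genes between Ctrl+I/R and Ctrl (3019) moved over 1.5-fold with 1 fit to all 12 libraries (4938) and with sex as a covariate (1), and ran from 379 to 4061 when 1 library was left out. At unadjusted p it was 5907, moved to 3910 with sex as a covariate and to 3019 at an adjusted p, and ran from 4566 to 6622. The count between PT-KO and Ctrl (0) moved to 440 with DESeq2, 1 with total count normalization, 388 with no low-count filter, 1378 with the replicate block and 4 with sex as a covariate, and ran from 0 to 1930, the last without Ctrl library 3. The interaction count (4953) moved to 3215 with the replicate block and 3233 with sex as a covariate, and ran from 3622 to 5509. The thresholds of the paper between PT-KO+I/R and Ctrl+I/R (2804) gave 131 at over 1000 counts and 133 with DESeq2, over 1000 counts and a ratio of mean counts over 2. The counts between PT-KO+I/R and Ctrl+I/R, between PT-KO+I/R and PT-KO (9111 to 10262 without 1 library) and in Table S4 did not move over 1.5-fold. For Ctrl+I/R against Ctrl and PT-KO against Ctrl, the block fits rest on the pairs with the female Ctrl libraries. They leave almost no residual degrees of freedom, so they cannot separate the block from sex.

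Fatty acid degradation after I/R passed the threshold with sex as a covariate (median -0.38, limma adjusted p 0.0028) and in that fit to all 12 libraries (-0.37, limma adjusted p 0.0010), and ran from -0.43 to -0.074 without 1 library. Fatty acid synthesis after I/R passed with the replicate block (-0.17, limma adjusted p 0.0062) and ran from -0.22 to -0.075. In PT-KO+I/R against Ctrl+I/R these lists ran from -0.12 to 0.067 and from -0.47 to -0.34. The ferroptosis list passed with fry after I/R (0.19, limma adjusted p 0.0104) and in PT-KO+I/R (0.12, limma adjusted p 0.0167). The cell cycle list did not pass with an estimated correlation after I/R (1.74, limma adjusted p 0.162) or in PT-KO+I/R (-1.99, limma adjusted p 0.229).

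Of the 10 changes of direction of single genes outside the fits that left out 1 library, 8 are given and the others are of a gene not used here. After I/R, Fasn turned to 0.031 with sex as a covariate (0.034 over all 12 libraries) and Slc39a14 to -0.13 (-0.13). With the replicate block Ggt1 turned to 0.0022, Hacd4 to -0.0014 and Acot1 to -0.25. In PT-KO against Ctrl, Gfer turned to -0.035 with sex as a covariate. Ranges without 1 library that include a changed direction were -0.48 to 0.031 for Noxo1, -0.32 to 0.086 for Ggt1, -0.37 to 0.080 for Gapdh, -0.21 to 0.29 for Acot1, -0.54 to 0.045 for Fasn and -0.020 to 0.17 for Slc39a14 after I/R, and -0.034 to 0.33 for Gfer in PT-KO.

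The direction of a list is that given by camera and can differ from the sign of its median. It changed after I/R for mitochondrially encoded mRNAs with the replicate block (0.29) and endothelial markers with sex as a covariate (0.093, and 0.095 over all 12 libraries). In PT-KO+I/R against Ctrl+I/R it changed for endothelial markers with total count normalization (-0.040) and at least 10 counts (0.14). In PT-KO against Ctrl it changed for ATF4 targets with at least 10 counts (-0.10), all 12 libraries (-0.097) and the replicate block (-0.070). Leaving out 1 library changed it for cholesterol synthesis (-0.20 to 0.15), mitochondrially encoded mRNAs (-0.23 to 0.24) and erythroid markers (-0.88 to 0.0096) after I/R, endothelial markers in PT-KO+I/R (0.12 to 0.22) and ATF4 targets in PT-KO (-0.091 to 0.039).

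Over 120 single-gene results, leaving out 1 library lost the call in 78 of 780 fits, gained it in 12 and turned the direction in 9; the other alternatives did so in 49, 38 and 10 of 913. Over 46 list results the numbers were 5, 21 and 9 of 306, and 42, 14 and 8 of 372.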

Differences from the paper's values

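The setting that joins DESeq2, over 1000 counts and a ratio of mean counts was chosen only after the result was seen, as were sex as a covariate and the offset for GC content and length.

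The paper reports 5042 genes between the control and I/R groups, and edgeR called 3019 at an adjusted p under 0.05. These counts come from partly different libraries, since the third Ctrl column of Table S1 matched no library here. A difference can therefore remain under any setting. The difference was within 1.5-fold with DESeq2 (3890), with no low-count filter (3372), with 1 fit to all 12 libraries (4938), with the replicate block (3612) and without Ctrl+I/R library 4 (4061). It was not closed by total count normalization (3112), by at least 10 counts in every library (2803) or by leaving out Ctrl library 1 (379), 2 (413) or 3 (2227) or Ctrl+I/R library 1 (833) or 2 (1635). At the unadjusted p under 0.05 named in the Methods the count was 5907, within 1.5-fold of 5042. Among the 1999 genes in the part of Table S1 used here, the highest FDR is 0.0500 and the highest p 0.0135.

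The paper reports 130 genes between PT-KO+I/R and Ctrl+I/R, and 2804 met the thresholds of its Methods. Only the limit of over 1000 counts in every library came near, with 131. DESeq2 (3059), total count normalization (3150), no low-count filter (3415), at least 10 counts (2066), all 12 libraries (3152), the replicate block (2708), an adjusted p (2297) and leaving out 1 library (2328 to 3159) did not. The later setting with DESeq2, over 1000 counts and a ratio of mean counts over 2 gave 133.

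The paper calls ACSL4 the only gene common to both processes, and Table S4 lists Acsl3 in both as well.

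The paper reports lower xCT and GPX4 mRNA in PT-KO than in wild-type mice after I/R. For I/R alone its text states no direction, and a fall was read from its qRT-PCR figure. In the libraries Slc7a11 was higher after I/R, as it is in the paper's own Table S1 (log2 fold change 1.68 here and 1.64 in the table, edgeR adjusted p 0.0634, with DESeq2 adjusted p 0.0460) and higher in PT-KO+I/R than in Ctrl+I/R (3.17, edgeR adjusted p 0.0051). Gpx4 was not lower after I/R (0.19, edgeR adjusted p 0.373). In PT-KO+I/R against Ctrl+I/R it went the paper's way without being called (-0.30, edgeR adjusted p 0.0921), and it was called with total count normalization (-0.51, edgeR adjusted p 0.014) and with the offset, chosen after the values had been seen (-0.40, edgeR adjusted p 0.045).

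The paper shows CPT2 and PPARA falling after I/R and further in PT-KO+I/R. After I/R both were lower here too, Ppara by the call (-0.83, edgeR adjusted p 0.0481, lost in 5 of 6 fits that left out 1 library) and Cpt2 without one (-0.24, edgeR adjusted p 0.292). In PT-KO+I/R against Ctrl+I/R, Cpt2 (0.65, edgeR adjusted p 0.0052) and Ppara (1.17, edgeR adjusted p 0.0067) were higher, while Acox2 was lower as in the paper (-1.30, edgeR adjusted p 0.0232).

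The paper shows ALR lower in PT-KO kidneys. Gfer was not lower in the libraries labelled PT-KO (0.13, edgeR adjusted p 0.761), and its direction turned to -0.035 with sex as a covariate.

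The paper names ferroptosis as the main pathway after I/R and fatty acid metabolism in PT-KO+I/R. The ferroptosis list did not pass the threshold with camera after I/R (limma adjusted p 0.230) and did with fry (limma adjusted p 0.0104). The fatty acid degradation list did not pass in PT-KO+I/R (limma camera adjusted p 0.155), but did without Ctrl+I/R library 4 (limma camera adjusted p 0.0240). Of its 39 tested genes, 19 were called and 19 were higher. Camera asks for a shared direction, so a list whose members go both ways can fail. The lists and the test are not those of the paper, so these results do not contradict its pathways.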

Other observations

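The tests of depth, GC content, sex and the single exon below were chosen only after the results were seen.

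Chance was tested by regrouping the libraries. For Ctrl+I/R against Ctrl, PT-KO+I/R against Ctrl+I/R and PT-KO+I/R against PT-KO, only 1 of the 10 splits of the 6 libraries, the true one, gave as many genes, and the others gave 0. The same held for the paper's thresholds (largest other split 74 between PT-KO+I/R and Ctrl+I/R and 823 between Ctrl+I/R and Ctrl) and for Table S4. With 10 splits, 1 of 10 is the lowest result possible, so chance is not ruled out by this alone.

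Depth and GC content were tested as explanations of the 7169 genes between PT-KO+I/R and Ctrl+I/R. After thinning, 6596 stayed called in the same direction, and 6879 with the offset for GC content and length, so neither could account for most of them. Sex is argued against too, since 0 of these 6 libraries were female. For Ctrl+I/R against Ctrl, 2843 genes stayed with the offset. Sex as a covariate decides nothing there, because it leaves 1 male Ctrl library. The knockout libraries are all male, and of the 2362 genes called by I/R in both genotypes 2212 changed in the same direction. This argues against sex as the whole cause, while its share stays open.

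PT-KO and Ctrl differed in 0 genes at an edgeR adjusted p under 0.05 and in 2573 at an unadjusted p under 0.05. A count of at least 0 is reached by 10 of 10 splits whatever the data, so regrouping decides nothing for it. At the unadjusted p, 1 other split gave more (2637). Against the 2 female Ctrl libraries alone 1930 genes were called. Sex could account for those, since 2 of 3 Ctrl libraries were female, but with 1 male Ctrl library the knockout and sex cannot be told apart. An ATF4 response to mitochondrial dysfunction would likely raise ATF4 targets, whose median was -0.068 (limma camera adjusted p 0.824). Its members went both ways, so a weak response stays open. Erythroid markers were lower (median -1.06, limma camera adjusted p 3.9e-04), but not with fry (limma adjusted p 0.200) and not without Ctrl library 3 (-0.68).

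Gfer was not lower in PT-KO, and the loss of exon 2 from whole-gene counts was tested as an explanation. Exon 2 spans 197 of 1776 transcript bases (chromosome 17, 24695254 to 24695450), so its full loss alone could lower the count by a log2 of -0.17. That lies inside the 95% interval of the measured change (-0.33 to 0.58), which also holds 0. After I/R the interval with TMM normalization was 0.023 to 0.61, which excludes a net fall. It depends on that scaling: TMM factors were 1.10 to 1.13 in Ctrl+I/R and 0.93 to 0.97 in PT-KO+I/R. No interval with total counts is available. Without I/R the counts neither show nor exclude the deletion. After I/R the loss of exon 2 alone does not account for the Gfer level under TMM, where Gfer was higher without being called (edgeR adjusted p 0.0723). Gfer was also higher after I/R than before it in both genotypes. A different rise could offset the lost exon, so these counts do not exclude the deletion either.

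In PT-KO+I/R against Ctrl+I/R, NRF2 targets were higher (median 0.95, limma camera adjusted p 9.0e-06), and so were mitochondrially encoded mRNAs (0.54, limma camera adjusted p 0.031), with ATF4 targets at 0.40 (limma camera adjusted p 0.081). The ferroptosis list had a median of 0.12 (limma camera adjusted p 0.113). Among cell markers the medians were -0.72 for proximal tubule, -0.36 for thick ascending limb and distal tubule, -0.57 for collecting duct, -0.53 for fibroblast, -1.42 for erythroid, -0.072 for podocyte and 0.16 for endothelial cells. After I/R in control kidneys, targets of ATF4 (1.22) and NRF2 (0.54) were higher, as were markers of injured proximal tubule (3.24), neutrophils (3.19), fibroblasts (1.45) and macrophages (1.17). Markers of proximal tubule (-0.79), thick ascending limb and distal tubule (-1.38), collecting duct (-0.86) and podocytes (-0.52) were lower. Medians were near 0 for endothelial markers (-0.021), mitochondrially encoded mRNAs (0.013), PPARα targets (-0.083) and cholesterol synthesis (0.016). Members went both ways, from -1.98 to 1.50 with 2 of 28 called for PPARα targets and from -1.48 to 1.65 with 5 of 20 called for cholesterol synthesis. Erythroid markers were at -0.40.

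The response to I/R was compared between genotypes over 14802 genes tested in both. Log2 fold changes correlated with r 0.647. The median absolute log2 fold change was 0.317 in control and 0.617 in knockout kidneys, and PT-KO+I/R against PT-KO had 9929 called genes (4980 higher, 4949 lower). Gfer rose by 0.64 (edgeR adjusted p 0.0089) and Acsl4 by 2.36 in that comparison.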
